# A conserved molecular logic for neurogenesis to gliogenesis switch in the cerebral cortex

**DOI:** 10.1073/pnas.2321711121

**Published:** 2024-05-07

**Authors:** Xiaoyi G. Liang, Kendy Hoang, Brandon L. Meyerink, Pratiksha Kc, Kitt Paraiso, Li Wang, Ian R. Jones, Yue Zhang, Sol Katzman, Thomas S. Finn, Jeremiah Tsyporin, Fangyuan Qu, Zhaoxu Chen, Axel Visel, Arnold Kriegstein, Yin Shen, Louis-Jan Pilaz, Bin Chen

**Keywords:** gliogenesis, neurogenesis, lineage switch, enhancer, Olig2

## Abstract

During development, neural stem cells in the cerebral cortex, also known as radial glial cells (RGCs), generate excitatory neurons, followed by production of cortical macroglia and inhibitory neurons that migrate to the olfactory bulb (OB). Understanding the mechanisms for this lineage switch is fundamental for unraveling how proper numbers of diverse neuronal and glial cell types are controlled. We and others recently showed that Sonic Hedgehog (Shh) signaling promotes the cortical RGC lineage switch to generate cortical oligodendrocytes and OB interneurons. During this process, cortical RGCs generate intermediate progenitor cells that express critical gliogenesis genes *Ascl1*, *Egfr,* and *Olig2*. The increased *Ascl1* expression and appearance of Egfr^+^ and Olig2^+^ cortical progenitors are concurrent with the switch from excitatory neurogenesis to gliogenesis and OB interneuron neurogenesis in the cortex. While Shh signaling promotes *Olig2* expression in the developing spinal cord, the exact mechanism for this transcriptional regulation is not known. Furthermore, the transcriptional regulation of *Olig2* and *Egfr* has not been explored. Here, we show that in cortical progenitor cells, multiple regulatory programs, including Pax6 and Gli3, prevent precocious expression of *Olig2*, a gene essential for production of cortical oligodendrocytes and astrocytes. We identify multiple enhancers that control *Olig2* expression in cortical progenitors and show that the mechanisms for regulating *Olig2* expression are conserved between the mouse and human. Our study reveals evolutionarily conserved regulatory logic controlling the lineage switch of cortical neural stem cells.

## Significance

In the developing cerebral cortex, neural stem cells switch from generating cortical excitatory neurons to producing cortical glia and olfactory bulb interneurons. This lineage switch is essential for generating appropriate numbers of neuronal and glial cell types in the cortex and requires the transcription of *Olig2* in cortical progenitors. In this study, we describe the identification of multiple enhancers that control the expression of *Olig2* in cortical progenitors using ChIP-seq, CUT&RUN, ATAC-seq, enhancer reporter, and deletion mice. Our study reveals a conserved mechanism for *Olig2* gene expression and neural stem cell lineage regulation between the mouse and human.

The production of proper numbers of diverse neurons and macroglia by neural stem cells (NSCs) is essential for neural circuit formation and brain function. During development, NSCs in the cerebral cortex, known as radial glial cells (RGCs), generate glutamatergic neurons that populate different cortical layers (1). As the generation of excitatory neurons ceases, cortical RGCs switch lineages and generate oligodendrocytes, astrocytes, and GABAergic olfactory bulb (OB) interneurons (2–6). Proper control of this lineage switch ensures the production of diverse neuronal and glial cell types in correct numbers.

The lineages of cortical RGCs have been under extensive scrutiny. Results from cell transplant studies using ferret and rat models suggested that early cortical progenitors are multipotent and sequentially generate diverse excitatory neuron subtypes that populate the cortical layers in an inside-out pattern (1). These results were supported by clonal analysis of individually cultured cortical progenitors (7). A later study reported that early (embryonic day 10.5, or E10.5) Cux2-expressing (Cux2^+^) cortical RGCs were intrinsically lineage-restricted to generate later-born corticocortical projection neurons (8). However, through in vivo lineage analyses of individual RGCs, it was found that early RGCs, including the Cux2^+^ RGCs, are multipotent, and they sequentially generate diverse subtypes of cortical excitatory neurons, followed by OB interneurons and macroglia (2, 9–11).

How is the lineage progression of cortical RGCs regulated to ensure distinct neuronal and glial progenies are generated at different times? By labeling cortical RGCs at the end of excitatory neuron production in mice and performing single-cell RNA-seq analysis of the labeled progeny, Li et al. reported that some late cortical RGCs become translocating RGCs and migrate away from the VZ into the cortical plate to produce astrocytes (12). Other late RGCs remain at the VZ. They divide and generate transient multipotent intermediate progenitors (MIPCs) that are marked by the coexpression of Ascl1, Egfr, and Olig2. These Ascl1^+^Egfr^+^Olig2^+^ MIPCs further divide and generate the progenitors for cortical astrocytes, oligodendrocytes, and inhibitory interneurons that migrate to the OB (4, 12). Immunohistochemical analysis of embryonic mouse and fetal human brains confirms the presence of Ascl1^+^Egfr^+^Olig2^+^ MIPCs in cortical ventricular and subventricular zones (V/SVZ), which give rise to intermediate progenitors for both cortical macroglia and the OB interneurons (4, 12, 13).

Expression of Ascl1, Egfr, and Olig2 is critical for the lineage switch of cortical RGCs. Ascl1 has been reported to be essential for gliogenesis in both the spinal cord and telencephalon (14–16). It is expressed in cortical progenitors from the beginning of cortical neurogenesis (17). Recent elegant studies have shown that Egfr critically regulates cortical gliogenesis in a region-specific pattern (5, 6). During development, it is initially expressed in ventral forebrain progenitors, but its expression is turned on in cortical progenitors around E16.5 in mice, coincident with the onset of cortical RGC lineage switch (12).

*Olig2* encodes a basic helix–loop–helix (bHLH) transcription factor that is required for the specification of oligodendrocyte precursor cells (OPCs) and differentiation of oligodendrocytes (18–21). Previous studies have shown that *Olig2* is also expressed in developing astrocytes and plays a pivotal role in their development (21). Among the forebrain progenitors, *Olig2* is initially expressed in the NSCs located in the medial ganglionic eminence. At E16.5, when the production of excitatory neurons ceases, *Olig2* expression starts to be detected in cortical progenitor cells in the subventricular zone (SVZ), and this expression persists into early postnatal stages (12). Intersectional lineage analysis indicated that in addition to the oligodendrocytes, the Olig2^+^ cortical progenitors give rise to almost all cortical astrocytes and some OB interneurons (12). Indeed, cortex-specific deletion of *Olig2* leads to defective production of both cortical oligodendrocytes and astrocytes (21). However, the molecular mechanism underlying the onset of *Olig2* expression in cortical progenitors has not been determined.

We and others reported that Shh signaling is both necessary and sufficient to promote cortical RGCs to generate OB interneurons and oligodendrocytes (4, 22). We found that Shh signaling activates this lineage switch by causing the degradation of the transcription repressor Gli3 (4). Here, we report that Gli3 and Pax6, transcription factors highly expressed in the cortical RGCs, prevent precocious expression of *Olig2* and the lineage switch of cortical RGCs. We identify multiple *cis*-regulatory sequences that are recruited to the *Olig2* promoter and promote *Olig2* transcription in cortical progenitor cells. We show that these regulatory sequences are conserved in the human genome and are recruited to the *OLIG2* promoter in cortical progenitors in the human prenatal brain. Thus, we have identified a conserved molecular mechanism that promotes *Olig2/OLIG2* expression and a cortical neural stem cell lineage switch in the mouse and human.

## Results

### Shh Signaling Promotes the Generation and Proliferation of Ascl1^+^Egfr^+^ and Egfr^+^Olig2^+^ Intermediate Progenitors (IMPs) in the Cortical VZ/SVZ.

As cortical RGCs undergo the lineage switch to generate OB interneurons and cortical glia, they generate IMPs for these lineages that can be identified by coexpression of Ascl1, Egfr, and Olig2 (12, 13). We and others reported that Shh signaling is essential for cortical RGCs to produce oligodendrocytes and OB interneurons (4, 22). To determine how Shh signaling regulates this lineage switch, we deleted the Shh receptor and signaling transducer, *Smoothened* (*Smo*), in late cortical RGCs and examined the expression of Ascl1, Egfr, and Olig2 in the cortical SVZ of control (*Smo^fl/+^*) and *hGFAP-Cre; Smo^fl/fl^* (*Smo cko*) mice (23). Since both Ascl1 and Olig2 antibodies were made in rabbits, we examined the Ascl1^+^Egfr^+^ and Egfr^+^Olig2^+^ IMPs. In the control brains, the Ascl1^+^Egfr^+^ and Egfr^+^Olig2^+^ IMPs were initially observed at E16.5, and their numbers continued to increase until birth (Fig. 1 *A*–*C* and *G*–*I*). In the *Smo cko* brains however, expression of Ascl1 was reduced, and Egfr and Olig2 expressions were absent in the cortical VZ/SVZ at E16.5. Ascl1^+^Egfr^+^ and Egfr^+^Olig2^+^ cortical IMPs were observed from E17.5, but, compared to the control brains, the numbers of Ascl1^+^Egfr^+^ and Egfr^+^Olig2^+^ cells were significantly reduced (Fig. 1 *D*–*F* and *J*–*N*). Thus, blocking Shh signaling leads to delayed appearance and reduced numbers of Ascl1^+^Egfr^+^ and Egfr^+^Olig2^+^ IMPs, which give rise to cortical glia and some OB interneurons.

**Fig. 1.**
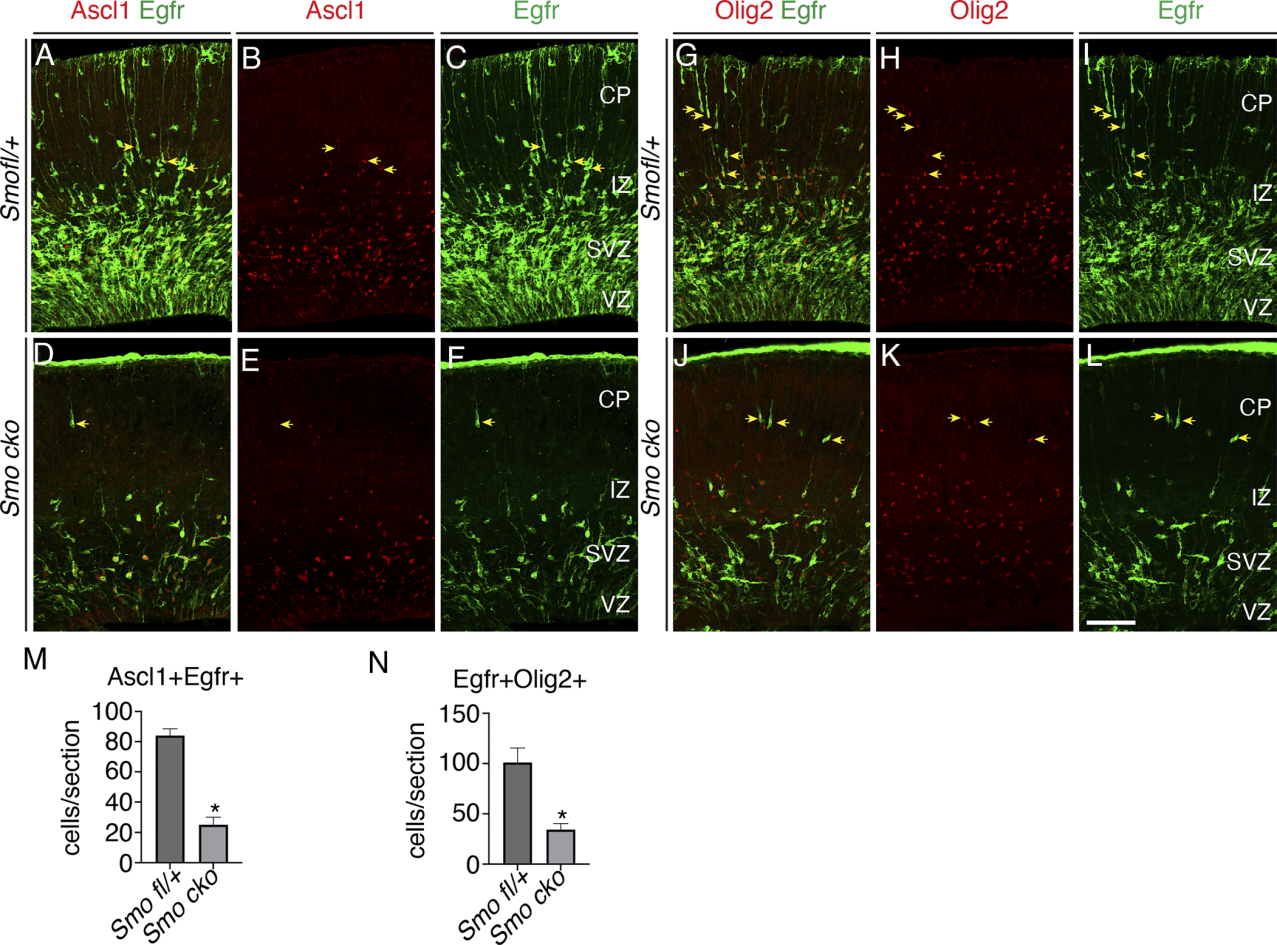
Fewer Ascl1^+^Egfr^+^ and Egfr^+^Olig2^+^ IMPs were present in the cortical VZ/SVZ of E17.5 *Smo cko* mice. (*A*–*L*) Immunostaining for Ascl1, Egfr, and Olig2 in *Smo^fl/+^* (*A*–*C* and *G*–*I*) and *Smo cko* cortices (*D*–*F* and *J*–*L*). Images were taken at the rostral-middle position along the rostral-caudal axis. (*M* and *N*) Quantification of the Ascl1^+^Egfr^+^ and Egfr^+^Olig2^+^ cells. Numbers represent means + SEM (n = 3 mice per genotype). *P < 0.05; unpaired Student’s *t* test. (Scale bars: 100 μm in *L*, applies to *A*–*L*.)

To examine whether Shh signaling regulates the proliferation of these IMPs, we injected EdU at E17.5 to label S phase cells and collected the brains 2 h later (*SI Appendix*, Fig. S1). We found that, compared to littermate *Smo^fl/+^* control mice, the numbers of EdU^+^, EdU^+^Olig2^+^, EdU^+^Ascl1^+^, EdU^+^Egfr^+^, EdU^+^Ascl1^+^Egfr^+^, and EdU^+^Olig2^+^Id1^+^ cells in the VZ/SVZ of *Smo cko* mice were significantly reduced (*SI Appendix*, Fig. S1 *A*–*Q*, *S*–*W*, and *Y*). The numbers of Ki67^+^ cells were also reduced (*SI Appendix*, Fig. S1 *R*, *X*, and *Y*). Quantification of the percentages of Ascl1^+^, Egfr^+^, and Olig2^+^ cells that were labeled by EdU indicated that lower percentages of Ascl1^+^ and Olig2^+^ progenitor cells were in S phase in the *Smo cko* mice (*SI Appendix*, Fig. S1*Y*). This indicates that in addition to promoting cortical RGCs to generate the IMPs for the macroglial and OB interneuron lineages, Shh signaling promotes the proliferation of these IMPs.

### Olig2 Is Essential for Cortical RGCs to Generate Oligodendrocytes, Astrocytes, and Olfactory Bulb Interneurons.

Lineage analysis of the Olig2^+^ cortical progenitors showed that they give rise to oligodendrocytes, all cortical astrocytes, and some OB interneurons (12). We examined the function of Olig2 in the lineage switch of cortical RGCs by analyzing the *Olig2^−/−^* mice (24) at E18.5 (Fig. 2), immediately before their neonatal death. No Sox10^+^ oligodendrocyte precursors (OPCs) and oligodendrocytes were observed in the cortices of *Olig2^−/−^* mice (Fig. 2 *B* and *G*), consistent with its essential role in oligodendrocyte development. Compared to the wild-type cortices, we did not observe significant changes in the numbers of Ascl1^+^ and Egfr^+^ cells in the SVZ (Fig. 2 *C*, *D*, *H*, *I*, and *U*), indicating that the generation of Ascl1^+^ and Egfr^+^ IMPs do not depend on Olig2.

**Fig. 2.**
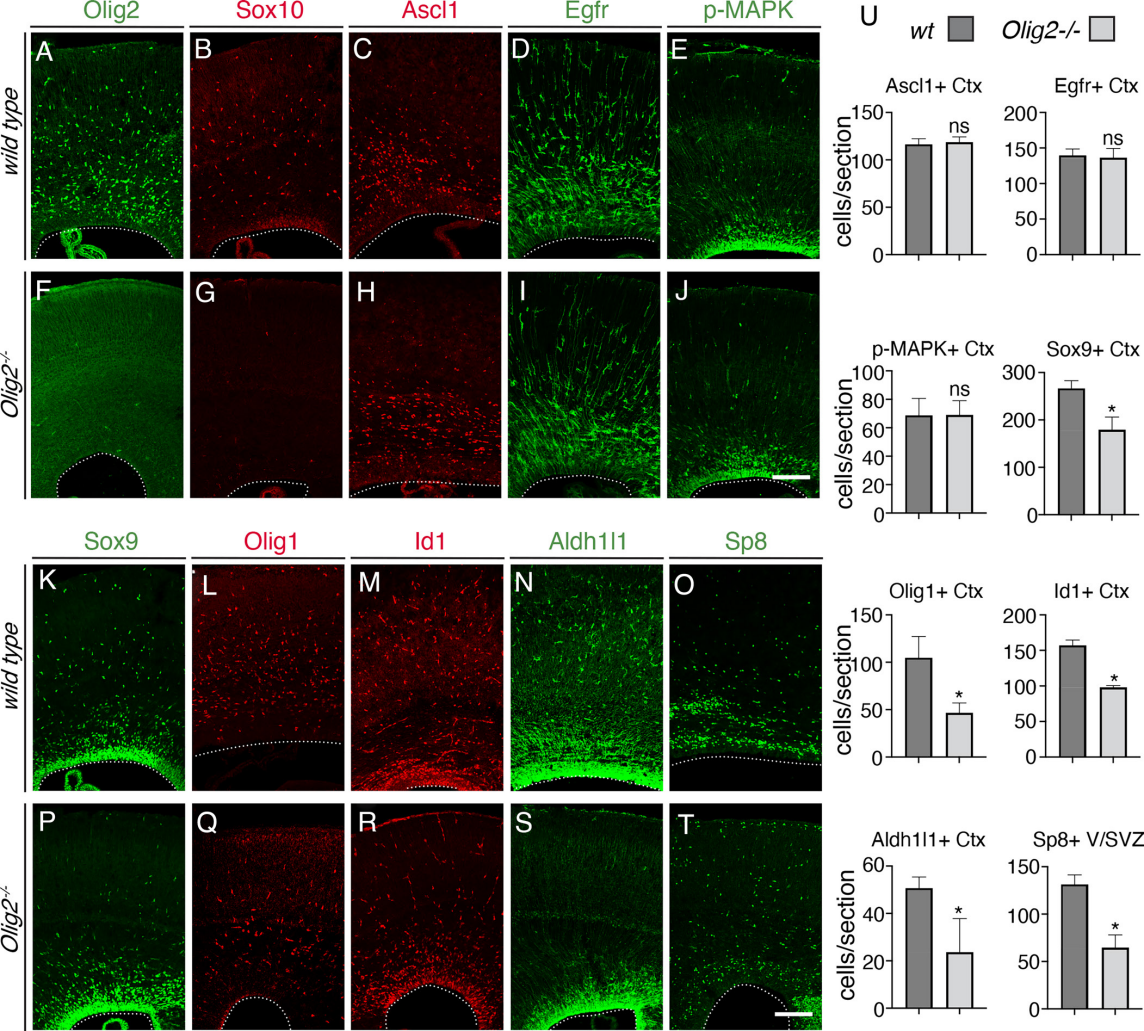
*Olig2* deletion leads to fewer cells of oligodendrocyte, astrocyte, and olfactory bulb interneuron lineages at E18.5. (*A*–*T*), Immunostaining for Olig2 (*A* and *F*), Sox10 (*B* and *G*), Ascl1 (*C* and *H*), Egfr (*D* and *I*), phosphorylated MAPK (*E* and *J*), Sox9 (*K* and *P*), Olig1 (*L* and *Q*), Id1 (*M* and *R*), Aldh1l1 (*N* and *S*), and Sp8 (*O* and *T*) in wild-type (*A*–*E* and *K*–*O*) and *Olig2^−/−^* (*F*–*J* and *P*–*T*) cortices. Images were taken at the rostral-middle position along the rostral-caudal axis. (*U*) Quantification of Ascl1^+^, Egfr^+^, phosphorylated MAPK^+^, Sox9^+^, Olig1^+^, Id1^+^, Aldh1l1^+^, and Sp8^+^ cells. Numbers represent means + SEM (n = 3 mice per genotype). *P < 0.05; unpaired Student’s *t* test. (Scale bars: 100 μm in *J* and *T*, applies to *A*−*J* and *K*−*T*, respectively.

The mitogen-activated protein kinase (MAPK) pathway is essential for gliogenesis in the developing cortex (25). We examined the numbers of activated/phosphorylated MAPK^+^ cells in the SVZ and found that they were not significantly affected in the *Olig2^−/−^* mice at E18.5 (Fig. 2 *E*, *J*, and *U*), consistent with *Olig2* expression being downstream of MAPK pathway (25). The numbers of the Olig1^+^ and Sox9^+^ glial progenitors in the cortical plate were significantly reduced in the absence of *Olig2* (Fig. 2 *K*, *L*, *P*, *Q*, and *U*). Id1 and Aldh1l1 are expressed in RGCs in the VZ, IMPs in the SVZ, as well as astrocyte precursors and astrocytes in the cortical plate. Both Id1^+^ and Aldh1l1^+^ cells were significantly reduced in the SVZ and the cortical plate of *Olig2^−/−^* mice (Fig. 2 *M*, *N*, *R*, *S*, and *U*). While the numbers of Sp8^+^ cortical interneurons were not affected, the numbers of Sp8^+^ olfactory bulb interneuron neuroblasts in the SVZ were significantly reduced in the *Olig2^−/−^* mice (Fig. 2 *O*, *R*, and *U*). Thus, in addition to oligodendrocytes, Olig2 is required for cortical RGCs to generate proper numbers of astrocyte progenitors and olfactory bulb interneurons.

### Gli3 Inhibits *Olig2* Expression in the Cortical Progenitor Cells.

We recently showed that Shh signaling promotes the lineage switch of cortical RGCs by causing the degradation of transcription repressor Gli3 (4). To determine the molecular mechanism underlying *Olig2* expression in cortical progenitor cells, we examined Gli3 and Olig2 protein expression in the cortical VZ/SVZ at P0 using immunohistochemistry and western blot analysis (*SI Appendix*, Fig. S2). Cell density did not change in *Smo cko* mice (*SI Appendix*, Fig. S2 *G*, *K*, *O*, and *S*). In the *Smo cko* mice, more cells expressed Gli3 (*SI Appendix*, Fig. S2 *E*, *I*, *M*, and *Q*), and the number of Olig2^+^ progenitor cells in the cortical VZ/SVZ was reduced (*SI Appendix*, Fig. S2 *F*, *J*, *N*, and *R*). Compared to the wild-type cells, Gli3 protein in the *Smo cko* cortical progenitors shows a distribution that is significantly skewed toward higher expression (*SI Appendix*, Fig. S2*A*), and the Olig2 protein is significantly skewed toward lower expression (*SI Appendix*, Fig. S2*B*). Quantification of fluorescence levels shows a negative correlation between Gli3 and Olig2 expression in both wild-type and *Smo cko* VZ/SVZ cortical progenitor cells (*SI Appendix*, Fig. S2*C*), suggesting that Gli3 inhibits *Olig2* expression. Western blot showed that compared to the wild-type cortices, the ratio of Gli3 repressor (Gli3R) to the activator (Gli3A) in the P0 *Smo cko* cortices was significantly increased (*SI Appendix*, Fig. S2 *T* and *U*), further supporting Shh signaling promotes *Olig2* expression by decreasing Gli3R.

### Gli3 and Pax6 Regulate OB Interneuron Production from Cortical Progenitors Combinatorially.

Pax6 is highly expressed in cortical RGCs. Its expression in glial progenitors of the neonatal SVZ represses Olig2 expression and induces a neurogenic fate (26). To determine whether Pax6 regulates gliogenesis and OB interneuron production and to circumvent the early requirement of Pax6 in regulating the dorsal–ventral patterning of the telencephalon (27), we examined the brains of E16.5 and P0 *hGFAP-Cre*; *Pax6^fl/fl^* and *Emx1-Cre*; *Pax6^fl/fl^* mice (*SI Appendix*, Fig. S3). Immunostaining with cortical projection neuron markers Ctip2 and Satb2 indicated that dorsal–ventral patterning of the telencephalon occurred normally in these mice (*SI Appendix*, Fig. S3 *P*–*U*). Compared to the wild-type mice, significantly more Olig2^+^, Gsx2^+^, and Sp8^+^ cells, and fewer Tbr2^+^ excitatory neuron progenitors were present in the VZ/SVZ of E16.5 *hGFAP-Cre*; *Pax6^fl/fl^* and *Emx1-Cre*; *Pax6^fl/fl^* cortices (*SI Appendix*, Fig. S3 *A*–*O* and *V*), indicating that similar to Gli3 (4), Pax6 promotes excitatory neuron lineage, and inhibits cortical RGCs from generating glia and OB interneurons. At P0, while Gsx2^+^ cortical progenitors and Sp8^+^ OB interneuron neuroblasts remained increased in the *hGFAP-Cre*; *Pax6^fl/fl^* mice (Fig. 3 *B*, *C*, *F*, *G*, and *Q*), the number of Olig2^+^ cells in the cortical VZ/SVZ was no longer significantly increased (Fig. 3 *A*, *E*, and *Q*), likely due to the inhibition by high-level Gsx2 expression.

**Fig. 3.**
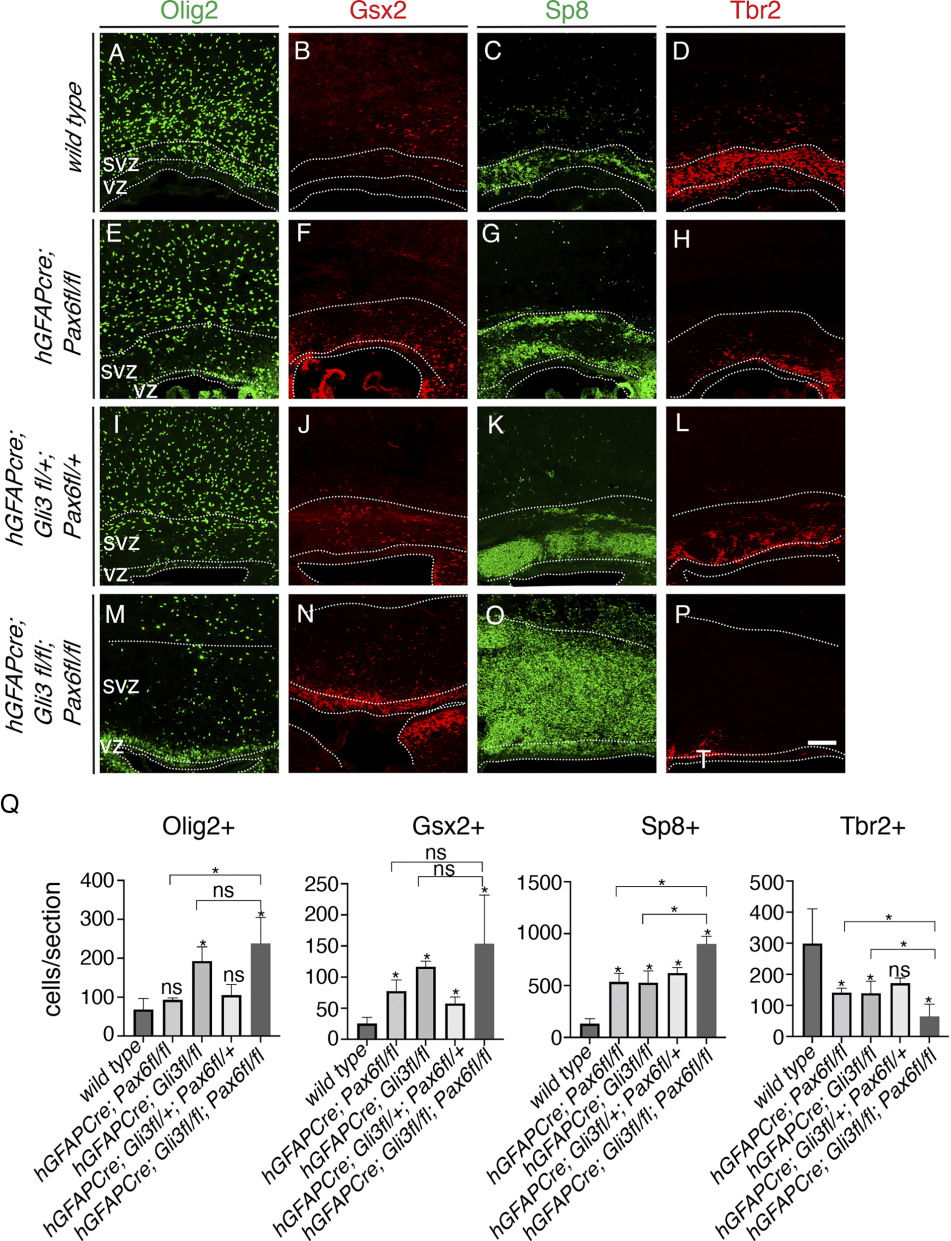
Pax6 and Gli3 repress olfactory bulb interneuron lineage. (*A*–*P*), Immunostaining of Olig2 (*A*, *E*, *I*, and *M*), Gsx2 (*B*, *F*, *J*, and *N*), Sp8 (*C*, *G*, *K*, and *O*), and Tbr2 (*D*, *H*, *L*, and *P*) in the cortices of P0 wild-type (*A*–*D*), *hGFAPcre; Pax6^fl/fl^* (*E*–*H*)*, hGFAPcre; Gli3^fl/+^; Pax6^fl/+^* (*I*–*L*), and *hGFAPcre; Gli3^fl/fl^; Pax6^fl/fl^* (*M*–*P*) mice. Images were taken at the rostral-middle position along the rostral-caudal axis. (*Q*) Quantification of Olig2^+^, Gsx2^+^, Sp8^+^, and Tbr2^+^ cells in 300-μm wide VZ/SVZ regions. Dotted lines demarcate the VZ and SVZ. Numbers represent means + SEM (n = 3 mice per genotype). ns, not significant; *P < 0.05; unpaired Student’s *t* test. (Scale bar: 100 μm in *P*, applies to *A*–*P*.)

The similar lineage defects in the VZ/SVZ of *hGFAP-Cre*; *Pax6^fl/fl^* (*SI Appendix*, Fig. S3) and the *hGFAP-Cre*; *Gli3^fl/fl^* mice (4) indicate that both Pax6 and Gli3 inhibit cortical RGCs to generate olfactory bulb interneurons and cortical glia. To investigate whether they act synergistically, we analyzed brains from P0 *hGFAP-Cre*; *Gli3^fl/+^*; *Pax6^fl/+^* and *hGFAP-Cre*; *Gli3^fl/fl^*; *Pax6^fl/fl^* mice (Fig. 3). Neither *hGFAP-Cre*; *Gli3^fl/+^* nor *hGFAP-Cre*; *Pax6^fl/+^* mice showed changes in the Olig2^+^, Gsx2^+^, or Sp8^+^ cells in the cortical VZ/SVZ. Compared to the wild-type mice (Fig. 3 *A*–*C*), the numbers of Olig2^+^ cortical progenitor cells were not significantly affected, but the numbers of Gsx2^+^ cortical progenitor cells and the Sp8^+^ OB interneuron neuroblasts were significantly increased in the cortical VZ/SVZ of P0 *hGFAP-Cre*; *Gli3^fl/+^*; *Pax6^fl/+^* mice (Fig. 3 *I*–*K* and *Q*). In the P0 *hGFAP-Cre*; *Gli3^fl/fl^*; *Pax6^fl/fl^* brains, the numbers of Gsx2^+^ IMPs in the cortical VZ/SVZ were not significantly different from those in the *hGFAP-Cre*; *Pax6^fl/fl^* and the *hGFAP-Cre*; *Gli3^fl/fl^* mice, but the number of the Sp8^+^ OB interneuron neuroblasts drastically increased (Fig. 3 *M*–*O* and *Q*). These results indicate that *Gli3* and *Pax6* function in parallel to inhibit cortical RGCs from generating OB interneuron lineage. Consistent with this, protein coimmunoprecipitation with either a Gli3 antibody or a Pax6 antibody did not pull down the other protein.

### Identification of Genome-wide Gli3 Binding Sites in the Cortical Cells.

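Chromatin immunoprecipitation followed by sequencing (ChIP-seq) recovers the DNA fragments to which a protein is bound and compares them with input DNA, which is chromatin that was not immunoprecipitated. For the transcription factor Gli3, cortices of wild-type mouse embryos were dissected at embryonic day 15, and 3 ChIP libraries and 3 input libraries were sequenced. The authors mapped the reads, given as 85 bases from each end, with bowtie2 to the mm10 build of the mouse genome after a filter on repeats. They then called peaks and kept those of the optimal set of an irreproducible discovery rate (IDR) analysis, which ranks the peaks of separate replicates and retains those whose ranks recur. The data analysed here were the resulting list, in which each peak has a chromosome, a start, an end and a name, but no height, score or p-value. The replicates were joined in 1 list, so that no value per replicate, and no error between replicates, can be given. The read depth behind each peak is unknown for the same reason. The settings of the peak calling and the IDR threshold, which decide how many peaks are listed and how wide they are, are not named in the paper's text. The positions were compared with the GENCODE M21 annotation, and the sequences of the peaks were read from the same genome build. Each peak was set against 2 flanking regions of its own length, which lie beside it but can differ from it in base composition, and against 10 random regions of its length on the same chromosome. Confidence intervals of shares are 95% Wilson intervals, and they cover the counting error over peaks, not the variation between embryos.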

To determine whether Gli3 inhibits *Olig2* expression directly, we performed chromatin-immunoprecipitation (ChIP) and Cleavage Under Targets & Release Using Nuclease (CUT&RUN) using a Gli3 antibody and dissected E15 cortical tissues, followed by high-throughput DNA sequencing (28). The results were highly consistent both within and between the ChIP-seq and CUT&RUN experiments (n = 3 for each experiment). Both ChIP and CUT&RUN showed the specific binding of Gli3 to promoters and enhancers of Shh target genes such as *Gli1* and *Ptch1* (*SI Appendix*, Fig. S4). 

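*Gli1* (ENSMUSG00000025407.7) lies on the minus strand of chromosome 10 from 127329882 to 127341974 in mm10. A Gli3 ChIP-seq peak of 3683 bp, from 127338746 to 127342428, covered its transcription start site (TSS). It held no exact copy of the GLI core GACCACCCA. A further peak, from 127310785 to 127312931, had its midpoint 30116 bp downstream of the *Gli1* TSS and within 2 kb of another annotated TSS. *Ptch1* (ENSMUSG00000021466.12) lies on the minus strand of chromosome 13 from 63508328 to 63573598. There were 7 peaks within 50 kb of its TSS, all of them with their midpoint inside the gene. The midpoints of 4 of them were in introns, and those of the other 3 were within 2 kb of an annotated TSS. Each of these last 3 peaks held 1 GLI core. The peak over the *Ptch1* TSS spanned 63570349 to 63575823, and its core started at 63573465 in the sequence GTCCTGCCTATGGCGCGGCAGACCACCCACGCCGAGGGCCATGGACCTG, read on the minus strand. In the peak from 63568863 to 63570157 the core started at 63569285, and in the peak from 63561326 to 63568580 it started at 63566435. A list of 20 genes of the Shh pathway was fixed before the data were examined, and 13 of them had a peak within 50 kb of the TSS. Of the 21911 protein-coding genes of the annotation, 23.4% had a peak within that distance. Random lists of 20 protein-coding genes held 4.69 such genes on average (one-sided permutation test, 100000 draws, p = 1.40e-04). The number fell most, to 7 of the 20 genes, when only nonpromoter peaks were counted (one-sided permutation test, p = 3.50e-04). The 7 genes of the list without a peak within 50 kb were *Gli3*, *Gas1*, *Shh*, *Foxf1*, *Nkx6-2*, *Bmp4* and *Disp1*.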

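The optimal IDR set held 4114 Gli3 peaks, each of which was taken as a binding site. No sites overlapped or touched, and joining those within 1 kb of each other left 4016. The median width was 1989 bp, the middle of the distribution ran from 1323 bp (25th percentile) to 2925.75 bp (75th percentile), and the narrowest and widest sites were 179 bp and 11710 bp. Of all sites, 4099 were on chromosomes 1 to 19, X and Y. The other 15 were on scaffolds, 14 on one not placed on a chromosome and 1 on one assigned to chromosome 4 without a position. Chromosome 2 had the most sites, 355, chromosome X had 59 and chromosome Y had 12. The sequence of 161 sites consisted for more than 50% of 32-base words that occur elsewhere in the assembly, a class that was defined after the data had been examined. Leaving them out changed the number of sites most, to 3953.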

We identified 4,414 Gli3 binding sites (GBS) in the ChIP-seq experiments using irreproducible discovery rate (IDR) analysis (29). 

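A site was counted as a promoter site when its midpoint was within 2 kb of the TSS of any annotated transcript, upstream or downstream, and as a nonpromoter site otherwise. There were 1872 promoter sites, 45.5% of all sites (95% confidence interval 44.0 to 47.0%), and 2242 nonpromoter sites, 54.5%. Among random regions of the same lengths, 11.6% had their midpoint in a promoter, an odds ratio of 6.33 (one-sided Fisher's exact test, log10 p = -555). Random regions with the GC content of the sites were in promoters more often, in 33.2% of cases, and against these the odds ratio was 1.68 (one-sided Fisher's exact test, p = 6.70e-55). Promoter sites were wider, with a median of 2175.5 bp against 1856 bp, and had a median GC content of 55.0% against 48.6%.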

The GBS are located in both promoter and nonpromoter regions (*SI Appendix*, Fig. S5*A*). 

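Gli transcription factors recognise a sequence whose most conserved bases are GACCACCCA, here called the GLI core, and its exact matches on either strand were counted in the Gli3 binding sites and in their flanking regions. The core was present in 174 of 1872 promoter sites (9.29%, 95% confidence interval 8.06 to 10.7%) and in 75 of 3739 flanks (2.01%), a ratio of 4.63 (one-sided Fisher's exact test, p = 2.13e-33). In nonpromoter sites it was present in 328 of 2242 (14.6%, 95% confidence interval 13.2 to 16.2%) against 75 of 4467 flanks (1.68%), a ratio of 8.71 (one-sided Fisher's exact test, p = 4.14e-93). The ratio moved most with the stretch of sequence and the match required. In the central 200 bp it was 14.0 at promoter and 23.9 at nonpromoter sites, and with 1 mismatch allowed it was 1.59 and 1.71. The ratios in the central 200 bp rest on few matches, with 21 promoter sites and 3 flanks, and 48 nonpromoter sites and 4 flanks. The share of sites with a core was higher at nonpromoter than at promoter sites, with an odds ratio of 1.67 (two-sided Fisher's exact test, p = 1.70e-07). With 1 mismatch allowed the classes could not be distinguished, at an odds ratio of 1.05 (two-sided Fisher's exact test, p = 0.432). Matches of the core were also more frequent in the middle of the sites than an even spread would give. The middle 33.3% of the site length held 87 of the 183 matches in promoter sites (one-sided binomial test, p = 4.78e-05) and 199 of the 408 matches in nonpromoter sites (p = 8.50e-11). Most matches still lay outside this part.

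**Figure D1:**
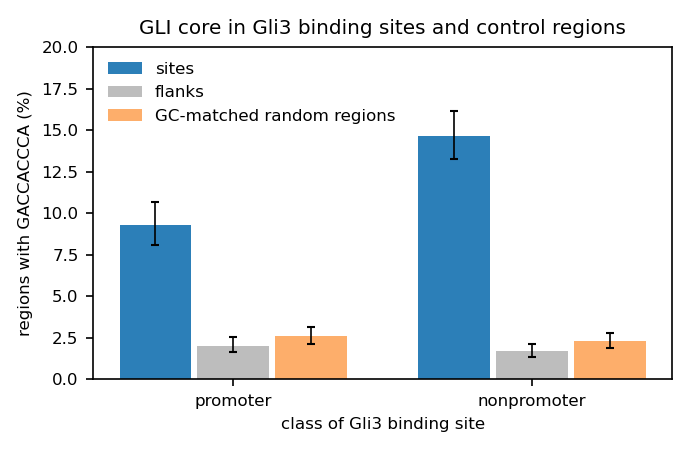
Percent of regions with at least 1 GACCACCCA (vertical axis) among Gli3 binding sites, their flanks and random regions of matched GC content, for promoter and nonpromoter sites; error bars are 95% Wilson confidence intervals. The sites stand at 9.29% and 14.6%, and the GC-matched regions at 2.59% and 2.27%.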

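The 504 distinct orders of the bases of the GLI core have the same base composition, and among them GACCACCCA had the highest ratio of sites to flanks over all sites, 6.68, with 502 sites and 150 flanks holding it. The next order, CCCGCACAA, had a ratio of 4.93 from 47 sites and 19 flanks, and the median order had 1.42. In the central 200 bp the core ranked 3 of 504. All 32896 words of 8 bases, each counted with its reverse complement, were then tested one by one in the same way with Benjamini-Hochberg adjustment. At nonpromoter sites GACCACCC ranked first, in 468 of 2242 sites (20.9%) against 206 flanks (4.61%), with an adjusted p = 2.79e-86 from the one-sided Fisher's exact test, and ACCACCCA ranked 4. At promoter sites GACCACCC was present in 368 sites (19.7%) and 207 flanks (5.54%), with an adjusted p = 3.70e-55 from the same exact test, and ranked 565. The highest ranks there belonged to GC-rich words such as CCGCCGCC, present in 39.0% of promoter sites and 3.40% of their flanks. With random regions of matched GC content in place of the flanks, GACCACCC ranked 36 at promoter sites.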

We identified the motifs enriched in the GBS at the promoter and nonpromoter regions using the MEME-ChIP online tool, and the most significantly enriched motifs were the known consensus Gli binding sequences (*SI Appendix*, Fig. S5*B*).

To determine whether the GBS were potential promoters or enhancers, we performed CUT&RUN for H3K27me3, H3K27ac, and H3K4me3 using E15 and E16 cortices. 

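The share of promoter sites depended on how a promoter was drawn. With windows that ended at the TSS and reached 2 kb upstream only, 1218 of the Gli3 binding sites (29.6%) were promoter sites and 2896 were not, and this was the alternative that moved the share most. With 1 kb on either side of the TSS the share was 39.1%, with the TSSs of protein-coding transcripts alone it was 37.7%, and with any overlap between the site and the window it was 49.2%. Under each of these definitions the share exceeded that of random regions, for which the upstream window gave 6.61%. The GLI core had a ratio of sites to flanks of 4.21 at promoter sites and 7.80 at nonpromoter sites under the upstream definition.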

We intersected the GBS at promoter [from transcription start site (TSS) and up to 2 kb upstream] regions and nonpromoter [more than 2 kb away from the TSS] regions, with the binding sites for H3K27me3, H3K27ac, and H3K4me3 revealed in our CUT&RUN data. We found that the GBS at both the promoter and nonpromoter regions were enriched with these histone modifications (*SI Appendix*, Fig. S5 *C* and *D*), indicating that the identified GBS are likely active promoters and enhancers.

### Gli3 and Pax6 Bind to Conserved Sequences in the *Olig1/2* Loci.

*Olig2* and its close homolog *Olig1* are located 36 kb apart on chromosome 16 in the mouse genome. 

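In the GENCODE M21 annotation, *Olig2* (ENSMUSG00000039830.9) lies from 91225457 to 91228677 and *Olig1* (ENSMUSG00000046160.6) from 91269772 to 91271933 of chromosome 16 in mm10, both on the plus strand. Their TSSs are 44.3 kb apart, and 41.1 kb separate the end of *Olig2* from the start of *Olig1*.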

ChIP-seq revealed 3 GBS in highly conserved nonpromoter regions (Fig. 4*A* and *SI Appendix*, Fig. S6). 

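The list of Gli3 binding sites held 3 sites in the 250 kb of chromosome 16 that include both genes (the span of Fig. 4*A*). The first, GBS1, was 3344 bp long, from 91138830 to 91142173, with its midpoint in an intron of the long noncoding RNA gene *Gm41492* and 85.0 kb upstream of the *Olig2* TSS. GBS2 was 2793 bp long, from 91191215 to 91194007, in intergenic sequence 32.8 kb upstream of the *Olig2* TSS. GBS3 was 3994 bp long, from 91300728 to 91304721, with its midpoint in an exon of the long noncoding RNA gene *Gm15966*, 33.0 kb downstream of the *Olig1* TSS and 77.3 kb downstream of that of *Olig2*. None of the 3 midpoints was within 2 kb of an annotated TSS. GBS1 held 1 exact GLI core on the plus strand, from 91141430 to 91141438, in the sequence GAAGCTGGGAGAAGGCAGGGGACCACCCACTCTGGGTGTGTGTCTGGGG. GBS2 held no exact core and 3 matches with 1 mismatch, and GBS3 held neither. Random windows of 250 kb contained 0.361 sites on average, and 226 of 10000 such windows contained at least 3 (2.26%, 95% confidence interval 1.99 to 2.57%). When the windows were centred on the TSSs of random protein-coding genes, 6% contained at least 3 sites. The span was taken from a figure that shows these 3 sites, so it was not chosen independently of them. These shares therefore describe the density of sites and do not test it.

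**Figure D2:**
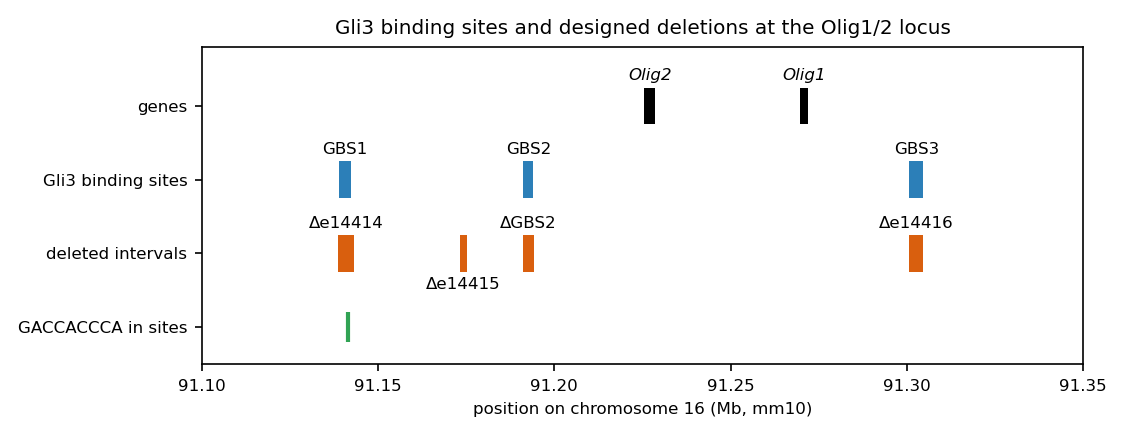
Map of 250 kb of chromosome 16 of mm10 (horizontal axis, position in Mb), with *Olig2* and *Olig1* in black, the Gli3 binding sites in blue, the intervals removed by the deletion alleles of the *SI Appendix* in orange and the exact GLI core in green. GBS1 and GBS2 lie upstream of *Olig2* and GBS3 downstream of *Olig1*, and the 1 exact core is in GBS1.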

GBS1 was within the predicted ENCODE (30–32) enhancer e14414 in brain tissue, and GBS3 overlapped with predicted enhancer e14416 (Fig. 4*A*). 

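For GBS2 and for GBS3/e14416 the *SI Appendix* gives genomic regions, and these had the same start and end as the sites of the ChIP-seq list. The region given there for e14415, from 91173251 to 91175250, held no Gli3 binding site, and the nearest site, GBS2, began 15965 bp away. For e14414 the interval between the cut sites of the guides used to delete it, from 91138566 to 91143292, contained the whole of GBS1. The paper then used the promoters of *Olig1* and *Olig2* as baits in 4C experiments, and from the contacts of all 3 sites with these promoters in cortical cells it proposes a direct regulatory relationship (Fig. 4*A*).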

GBS2 and GBS3 exhibited enrichment of H3K27me3 and H3K4me3 (*SI Appendix*, Fig. S6). To further investigate whether these GBS are potential enhancers, we performed CUT&RUN for H3K27me3 and H3K4me3 using dissected cortices from E16.5 control (*RosaSmoM2*), or *hGFAP-Cre; RosaSmoM2* mice, the latter of which express a constitutively activated Smoothened protein and exhibit increased Shh signaling in cortical progenitor cells (4). We previously showed increased numbers of Olig2^+^ cortical progenitors and OB interneuron lineage cells in the VZ/SVZ of *hGFAP-Cre; RosaSmoM2* mice (4). We observed increased H3K4me3 at GBS1 and GBS3, and reduced H3K27me3 at GBS2 in the *hGFAP-Cre; RosaSmoM2* cells (*SI Appendix*, Fig. S6). In addition, we coelectroporated *pCAG-ShhN* and *pCAG-Cre* plasmids or *pCAG-Cre* plasmids alone into the cortical VZ of E13.5 *Rosa26^RCE-GFP^* reporter mice to label late cortical RGCs, and enriched for the GFP^+^ cells at E16.5 using fluorescence activate cell sorting (FACS). We performed Assay of Transposase Accessible Chromatin sequencing (ATAC-seq) on the sorted cells, and observed increased accessibility at both *Olig1* and *Olig2* genes, as well as the 3 GBS in the cells from the brain electroporated with *pCAG-ShhN* plasmids (*SI Appendix*, Fig. S6), confirming Shh signaling promotes the accessibility of *Olig1/2* genes and these GBS. To determine whether *Olig1* or *Olig2* promoters could be regulated by these GBS, we performed a 4C experiment (33), a derivative of chromatin conformation capture (3C), using the promoter sequences of *Olig1* and *Olig2* as baits to capture their interacting sequences. We found that all 3 GBS interacted with these promoters in the cortical cells (Fig. 4*A*), suggesting a direct regulatory relationship.

**Fig. 4.**
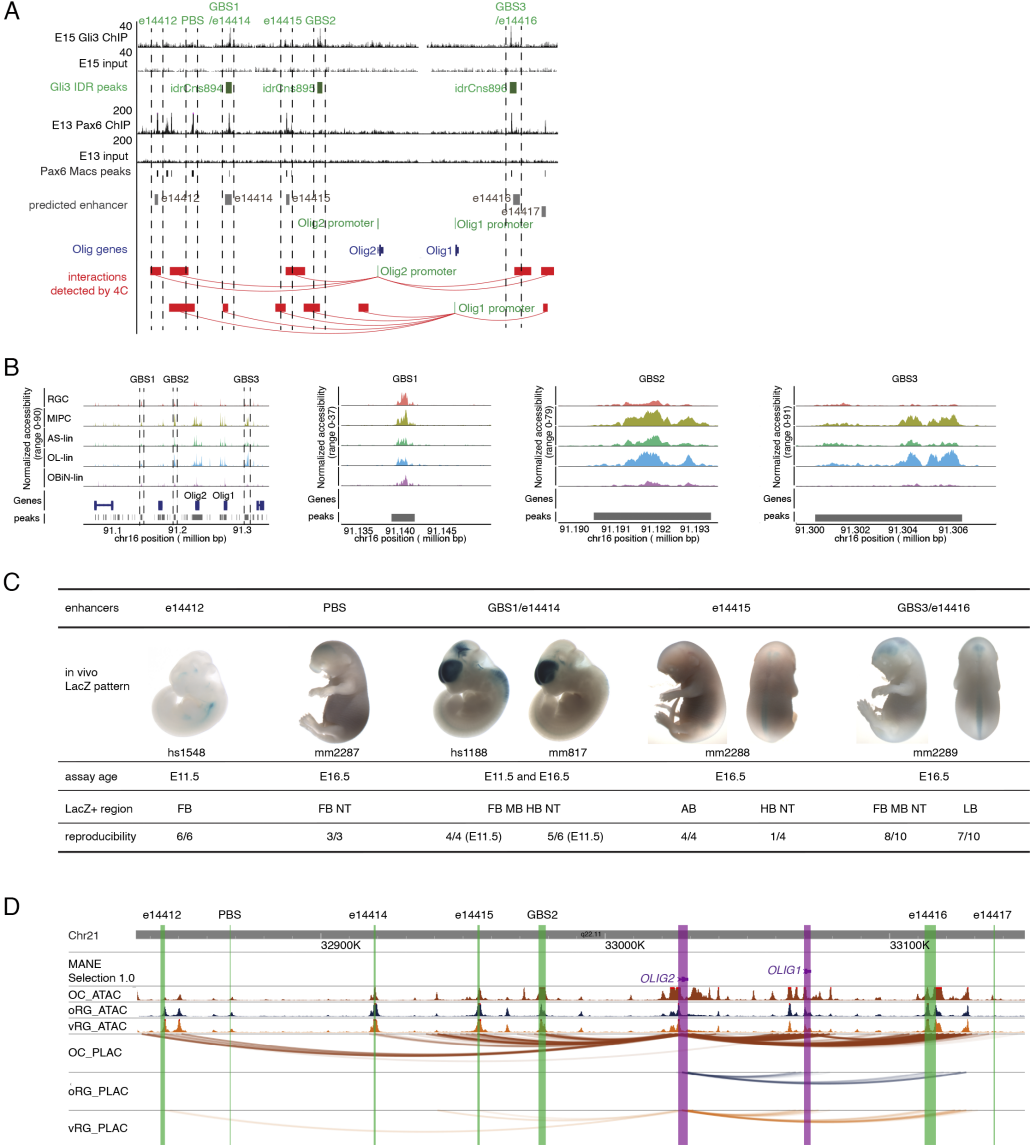
Gli3 and Pax6 binding sites in the *Olig1/2* loci have enhancer activity and their interactions with the *Olig1/2* promoters are conserved between the mouse and human. (*A*) ChIP-seq analysis showed Gli3 binds to three sites in the *Olig1/2* loci (GBS1/e14414, GBS2, and GB3/e14416), and Pax6 binds to multiple sites including e14412, PBS, e14414, e14415, and e14416. The e14412, e14414, e14415, e14416, and e14417 are enhancers predicted by the ENCODE project, and are shown in gray. The red blocks represent the regions that interacted with *Olig2* or *Olig1* promoters in the cortical cells, as revealed in the 4C experiments. Note that GBS1 is part of e14414, and GBS3 overlaps with e14416. (*B*) Single-cell ATAC-seq revealed that the 3 GBS sequences are differentially accessible in RGCs, MIPCs, astrocyte, oligodendrocyte, and olfactory bulb interneuron lineages. (*C*) Enhancer reporter assays showed that the Gli3 and Pax6 binding sites have enhancer activity in E11.5 or E16.5 mouse embryos. Note that hs1528 (e14412) and hs1188 (e14414) are human sequences, and mm817 is the mouse sequence for e14414. All the enhancer data have been loaded in the Vista Enhancer browser: mm2287 (PBS), mm2288 (e14415), and mm2289 (e14416). Abbreviations: FB, forebrain; NT, neural tube; MB, midbrain; HB, hindbrain; AB, abdomen; LB, limb. (*D*) H3K4me3 PLAC-seq experiments revealed that the Gli3 and Pax6 binding sites interact with *OLIG1* and *OLIG2* promoters in human fetal cortical glial lineage cells. The *OLIG1* and *OLIG2* promoters are shown in pink bars, the green bars represent the homologous sequences of the Gli3 and Pax6 binding peaks in human cells, and the wavy lines represent the interactions detected in H3K4me3 PLAC-seq. ATAC peaks in OC, oRG, and vRG cells are also shown. OC, glial lineage cells; oRG, outer radial glial cells; vRG, ventricular radial glial cells.

The *hGFAP-GFP* transgenic mouse line expresses GFP under the control of the human GFAP promoter in cortical RGCs, and the GFP proteins carry over from RGCs to their immediate progeny (34). We mined the single-cell ATAC-seq (scATAC-seq) data of 4721 *hGFAP-GFP^+^* cortical cells enriched by FACS from E18.5 *hGFAP-GFP* mice (12), and analyzed chromatin accessibility in the clusters of RGCs, MIPCs, projection neuron lineage, astrocyte lineage, oligodendrocyte lineage, and OB interneuron lineage (figure 8 in ref. 12). We found that the 3 GBS overlapped with the scATAC-seq peaks that were differentially accessible in different cell types/lineages (Fig. 4*B*), further suggesting that the GBS are likely enhancers for the *Olig1/2* genes.

To investigate how Pax6 regulates *Olig2* expression, we examined the previously published Pax6 ChIP-seq data (35) and found that Pax6 bound to several regions in the *Olig1/2* loci, including GBS1/e14414, GBS3/e14416, e14412, and e14415 (Fig. 4*A*). 4C experiments showed that the Pax6 binding sites (PBS) interacted with the *Olig1/2* promoters in the cortical cells (Fig. 4*A*). Thus, our results demonstrate that Pax6 directly represses *Olig1/2* expression in cortical progenitors.

### Gli3 Binding Sites near the *Olig1/2* Loci Show Enhancer Activity in the Developing Cerebral Cortex.

We tested whether the Gli3 and Pax6 binding sites near the *Olig1/2* loci are potential enhancers by examining the Vista Enhancer Browser (36) and generating additional reporter mice (36–38). β-galactosidase (LacZ) expression was assayed in the E11.5 or E16.5 embryos (Fig. 4*C*). The activity of the human homologous sequence (hs1548) for predicted enhancer e14412 was previously assayed by the Vista Enhancer project, and showed low but consistent (6/6) activity in the forebrain of E11.5 embryos (Fig. 4*C*). We assayed the activity of both the mouse GBS1/e14414 enhancer (mm817 in Fig. 4*C*) and the human homologous sequence (hs1188). Both the mouse and human sequences drove high and consistent expression of LacZ in the forebrain, midbrain, hindbrain, and the neural tube (Fig. 4*C*). 4C experiment showed that the Pax6 binding site between e14412 and e14414 interacted with the *Olig1/2* promoters (PBS in Fig. 4*A*). We found that the PBS was active in the forebrain and neural tube in the E16.5 mouse embryos (mm2287 in Fig. 4*C*). We observed LacZ activities in the forebrain, midbrain, neural tube, and limb for the GBS3/e14416 enhancer (mm2289) at E16.5, while e14415 (mm2288) showed activities in the hindbrain, neural tube, and the abdomen at E16.5 (Fig. 4*C*). Thus, most of the Gli3 and Pax6 binding sites at the *Olig1/2* loci showed enhancer activity in the developing brain.

### Gli3 and Pax6 Binding Sites Are Conserved in the Human Genome and Are Recruited to the *OLIG1* and *OLIG2* Promoters in the Cortical Glial Lineages.

During human prenatal brain development, cortical radial glial cells (RGCs) generate macroglia and OB interneurons via *OLIG2*-expressing IMPs (13). We characterized *cis*-regulatory chromatin interactions for RGCs and glial progenitors in fetal cortices. Briefly, we isolated cortical cells from gestation week 15 (GW15) and GW22 human cortices. These cells were dissociated, permeabilized, and stained with markers SOX2, HOPX, OLIG2, and PU.1 to allow type-specific cell isolation via fluorescence-activated cell sorting (FACS). Specifically, we targeted ventricular radial glia (vRG, SOX2^+^HOPX^low^), outer radial glia (oRG, SOX2^+^HOPX^high^), glial progenitors (IMP/OPC/oligodendrocytes, OLIG2^+^), and microglia (PU.1^+^). Following cell sorting, we performed H3K4me3 proximity ligation-assisted ChIP-seq (PLAC-seq) using sorted cells, and applied the Model-based Analysis of PLAC-seq (MAPS) pipeline to call significant H3K4me3-mediated chromatin interactions at a resolution of 2 kb (39). To determine whether the Gli3 and Pax6 binding sites identified in the cortical progenitor cells in the mouse are potential enhancers for the human *OLIG1/2* genes in cortical progenitors, we identified the human homologous sequences for these binding sites using the Basic Local Alignment Search Tool (40). We examined H3K4me3 PLAC-seq data and found that human homologous sequences for the e14412, GBS1/e14414, e14415, GBS2, GBS3/e14416, and the PBS interact with *OLIG2* or *OLIG1* promoters (Fig. 4*D*). Reporter assays showed that the human hs1188 enhancer, which is homologous to the GBS1/e11414, drives high lacZ expression in the E11.5 mouse cortex (Fig. 4*C*), suggesting that the molecular mechanism for activating *OLIG2* expression in cortical progenitor cells is conserved between the mouse and human.

### GBS1/e14414 and GBS2 Are Essential for *Olig2* Expression in Cortical Progenitors and Gliogenesis.

To determine whether the Gli3 and Pax6 binding sites are necessary for *Olig2* expression in cortical progenitor cells, we generated mice carrying deletion alleles for GBS1/e14414, e14415, GBS2, and GBS3/e14416 using a CRISPR-Cas9 strategy (*SI Appendix*, Fig. S7). We analyzed P0 brains from homozygous enhancer deletion mutant mice (*SI Appendix*, Fig. S7). In the *Olig2^Δe14414/Δe14414^*, *Olig2^ΔGBS2/ΔGBS2^*, and *Olig2^Δe14415/Δe14415^* mice, Olig2^+^ and Olig1^+^ cell numbers in the cortical VZ/SVZ were reduced, while their numbers were not significantly affected in the *Olig2^Δe14416/Δe14416^* mice (*SI Appendix*, Fig. S7). To circumvent effects of potential secondary mutations carried by the enhancer deletion alleles, we bred mice carrying enhancer deletion alleles to mice carrying an *Olig2* null allele (*Olig2^−^*) (24) and analyzed brains from trans-heterozygous mice carrying one copy of an enhancer deletion allele and one copy of the *Olig2^−^* allele. We compared the trans-heterozygotes to the *Olig2^+/−^* and *Olig2^−/−^* mice (Fig. 5). We found that Olig2^+^ cells were present in the VZ/SVZ and cortical plate in the *Olig2^+/−^*, *Olig2^−/Δe14414^*, *Olig2^−/Δe14415^*, *Olig2^−/ΔGBS2^*, and the *Olig2^−/Δe14416^* mice (Fig. 5 *C*, *G*, *K*, *O*, and *S*), and absent in the *Olig2^−/−^* mice (Fig. 5*W*). Compared to the *Olig2^+/−^* mice, the numbers of Olig2^+^ cells in the VZ/SVZ were significantly reduced in the *Olig2^−/Δe14414^* and *Olig2^−/ΔGBS2^*mice, but not in the *Olig2^−/Δe14415^*and *Olig2^−/Δe14416^* mice (Fig. 5*Y*), indicating that e14414 and GBS2, but not e14415 or e14416, are essential for efficient Olig2 expression in the cortical progenitor cells. Similarly, the numbers of Olig1^+^ cells in the VZ/SVZ were reduced in both *Olig2^−/Δe14414^* and *Olig2^−/ΔGBS2^* mice (Fig. 5 *D*, *H*, *P*, and *Z*).

**Fig. 5.**
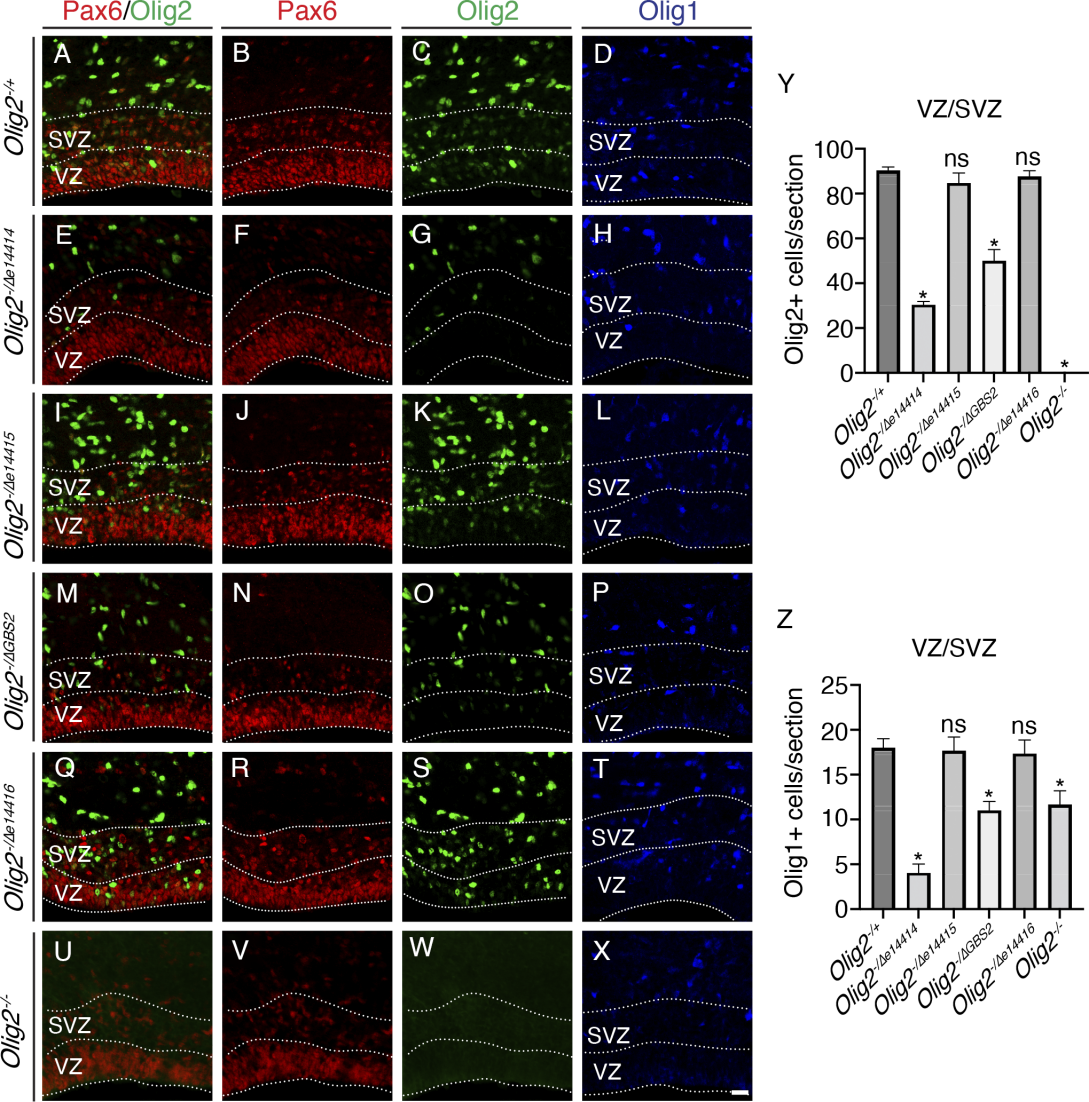
Enhancers e14414 and GBS2 regulate *Olig2* and *Olig1* expression in cortical VZ/SVZ. P0 images were shown. (*A*–*X*) Immunostaining for Pax6, Olig2, Olig1 in *Olig2^−/+^* (*A*–*D*), *Olig2^−/Δe14414^* (*E*–*H*), *Olig2^−/Δe14415^* (*I*–*L*), *Olig2^−/ΔGBS2^* (*M*–*P*), *Olig2^−/Δe14416^* (*Q*–*T*), and *Olig2^−/−^* (*U*–*X*) cortices. Pax6 expression delineates the VZ and SVZ. Images were taken at the rostral-middle position along the rostral-caudal axis. (*Y* and *Z*) Quantification Olig2^+^ and Olig1^+^ cells in 350-μm wide cortical VZ/SVZ regions. Numbers represent means + SEM (n = 3 mice per genotype). *P < 0.05; unpaired Student’s *t* test. (Scale bar: 20 μm in *X*, applies to *A*–*X*.)

Olig2 is expressed in the lateral and medial VZ/SVZ, as well as the ventral VZ/SVZ. We observed reduced numbers of Olig2^+^ cells in the lateral, but not medial or ventral VZ/SVZ in the *Olig2^−/Δe14414^* and *Olig2^Δe14414/Δe14414^* mice (*SI Appendix*, Fig. S8). Olig2 expression in the lateral, medial, or ventral VZ/SVZ was not affected in the *Olig2^Δe14415/Δe14415^*, *Olig2^ΔGBS2/ΔGBS2^*, or the *Olig2^Δe14416/Δe14416^* mice (*SI Appendix*, Fig. S8). Thus, e14414 regulates *Olig2* expression in the lateral VZ/SVZ.

We determined whether deletion of any of these enhancers affected gliogenesis or OB interneuron production in the cortex using markers for glial progenitors, OB interneuron progenitors, and immature OB interneurons (Fig. 6). At P0, the Olig2^+^, Olig1^+^, Egfr^+^, and Sox9^+^ cells in the cortical plates are glial progenitors that can generate both astrocytes and oligodendrocytes. Compared to the *Olig2^+/−^* mice, the numbers of Olig2^+^ cells in the cortical plate were significantly reduced in the *Olig2^−/Δe14414^* and *Olig2^−/ΔGBS2^* mice, but not in the *Olig2^−/Δe14415^* or *Olig2^−/Δe14416^* mice (Fig. 6*I*). The numbers of Sox9^+^ cells were decreased in the cortical plate of the *Olig2^−/ΔGBS2^* mice (Fig. 6*L*), while the numbers of Olig1^+^ and Egfr^+^ cells in the cortical plate were not significantly affected in the enhancer trans-heterozygous deletion mice (Fig. 6 *J* and *K*). Aldh1l1 and Id1 are mostly expressed in astrocyte progenitors in the cortical plate at P0. Aldh1l1^+^ cells in the cortical plate in the enhancer trans-heterozygous deletion mice were not significantly different from those in the *Olig2^+/−^* mice (Fig. 6*M*), while the Id1^+^ cells in the cortical plate showed a significant reduction in the *Olig2^−/Δe14414^* and *Olig2^−/ΔGBS2^* mice (Fig. 6*N*). There were fewer Sox10^+^ oligodendrocytes precursor cells in the cortical plate in the *Olig2^−/ΔGBS2^* mice, but not in other enhancer trans-heterozygous deletion mice (Fig. 6*O*). Sp8 expression marks the OB interneuron progenitors and immature OB interneurons in the cortical VZ/SVZ. Compared to the *Olig2^+/−^* mice, the numbers of Sp8^+^ OB interneuron precursors were significantly reduced in the *Olig2^−/ΔGBS2^* mice (Fig. 6*P*). Together, these results indicate that enhancers e14414 and GBS2 are both required for efficient expression of *Olig2* in the cortical progenitors, while deletion of e14414 reduced the Id1^+^ glial progenitors, and deletion of GBS2 reduced the progenitors for both types of cortical macroglia and olfactory bulb interneuron precursors. Thus, GBS2 is essential for cortical gliogenesis and OB interneuron production.

**Fig. 6.**
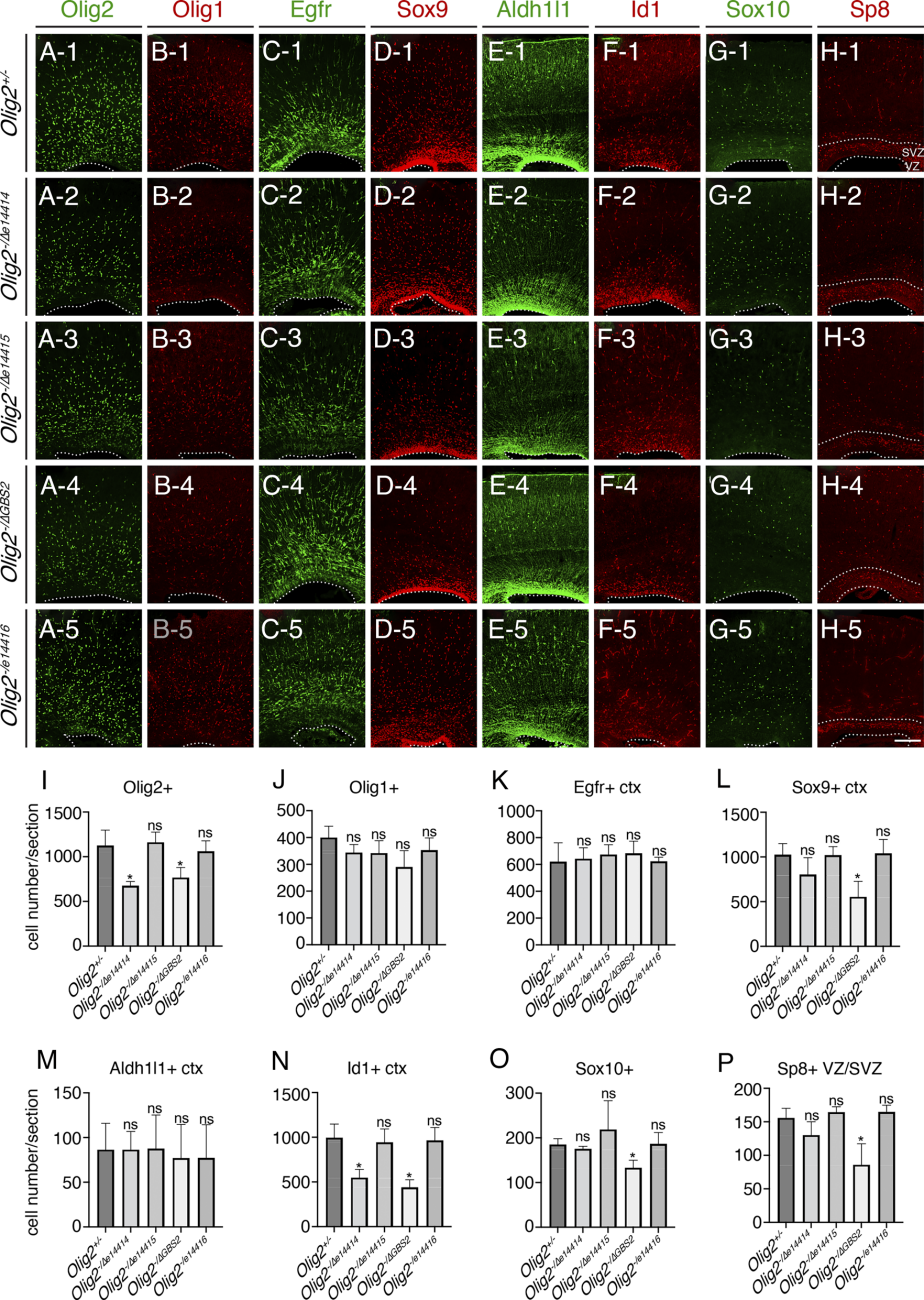
Deletion of e14414 or GBS2 leads to defective lineage switch in the cortex. P0 images were shown. (*A*–*H*) Immunostaining for Olig2 (*A*-1 to *A*-5), Olig1 (*B*-1 to *B*-5), Egfr (*C*-1 to *C*-5), Sox9 (*D*-1 to *D*-5), Aldh1l1 (*E*-1 to *E*-5), Id1 (*F*-1 to *F*-5), Sox10 (*G*-1 to *G*-5), and Sp8 (*H*-1 to *H*-5) in the cortices of *Olig2^+/−^* (*A*-1 to *H*-1), *Olig2^−/Δe14414^* (*A*-2 to *H*-2), *Olig2^−/Δe14415^* (*A*-3 to *H*-3), *Olig2^−/ΔGBS2^* (*A*-4 to *H*-4), and *Olig2^−/Δe14416^* (*A*-5 to *H*-5) mice. Images were taken at the rostral-middle position along the rostral-caudal axis. (*I*–*P*) Quantification Olig2^+^, Olig1^+^, Egfr^+^, Sox9^+^, Aldh1l1^+^, Id1^+^, Sox10^+^, and Sp8^+^ cells. Numbers represent means + SEM (n = 3 mice per genotype). *P < 0.05; unpaired Student’s *t* test. (Scale bar: 100 μm in *H*-5, applies to *A*-1 to *H*-5.)

## Discussion

At the end of cortical excitatory neuron production, cortical RGCs switch lineage to generate astrocytes, oligodendrocytes, and OB interneurons (3–6, 10, 12). Some late cortical RGCs migrate away from the VZ into the cortical plate; they become translocating RGCs that produce astrocytes. Other late RGCs divide at VZ and generate transient Ascl1^+^Egfr^+^Olig2^+^ MIPCs; these MIPCs divide and generate the progenitors for cortical astrocytes, oligodendrocytes, and inhibitory OB interneurons (12, 13). Immunohistochemical and scRNA-seq data analyses revealed the presence of Ascl1^+^Egfr^+^Olig2^+^ MIPCs in the cortical VZ/SVZ of fetal human brains, which give rise to intermediate progenitors for both cortical macroglia and OB interneurons (13). This indicates that the generation of Ascl1^+^Egfr^+^Olig2^+^ cortical MIPCs and activating expression of Egfr and Olig2 in cortical progenitors are conserved during mammalian brain development.

Recent elegant studies revealed the important functions of Egfr in regulating cortical gliogenesis (5, 6). Using mosaic analysis with double markers (MADM) to sparsely delete Egfr in cortical progenitors, Zhang et al. showed Egfr to be required in rostrodorsal, but not ventrocaudal glial lineages (5, 6). Lineage analysis of Olig2^+^ cortical progenitors indicated that they give rise to OB interneurons, cortical oligodendrocytes, and almost all the cortical astrocytes (12). Expression of *Olig2* in the cortical progenitors is essential for cortical RGCs to generate astrocytes and oligodendrocytes (18, 21). During mouse embryonic and human fetal brain development, both *Egfr/EGFR* and *Olig2/OLIG2* are initially expressed in the VZ/SVZ of the ventral forebrain and start to be expressed in the cortical VZ/SVZ as cortical RGCs start to generate glial and OB interneuron lineages (12, 13). How *Egfr*/EGFR** and *Olig2*/OLIG2** become transcriptionally activated in cortical progenitors has remained unexplored.

In this study, we showed that expression of both *Egfr* and *Olig2* in cortical progenitors is under the control of Shh signaling. We focused on how the transcription of *Olig2* is regulated in cortical progenitors by identifying its cortical enhancers. We showed that Gli3 and Pax6, two transcription factors highly expressed in cortical RGCs, inhibit *Olig2* expression. By performing ChIP and CUT&RUN experiments and examining previously published Pax6 ChIP-seq data (35), we showed that both Gli3 and Pax6 bind to multiple sites in the *Olig1/2* loci (Fig. 4*A* and *SI Appendix*, Fig. S6). Results from CUT&RUN experiments using antibodies for H3K4me3, H3K27me3, and H3K27ac as well as bulk ATAC-seq and single-cell ATAC-seq experiments suggested that the Gli3 and Pax6 binding sites in the *Olig1/2* loci were potential enhancers (Fig. 4 *A* and *B* and *SI Appendix*, Fig. S6). 4C experiments showed that Gli3 and Pax6 binding sites interacted with *Olig1/2* promoters in the developing cortex (Fig. 4*A*). Transgenic reporter mice showed that e14412, PBS, e14414/GBS1, e14415, and e14416/GBS3 had enhancer activity (Fig. 4*B*), and some of them were active in the developing forebrain (Fig. 4*B*). By generating enhancer knockout mice, we showed that both e14414/GBS1 and GBS2 are essential for efficient *Olig2* expression in the cortical progenitors, and are required for proper generation of glial progenitors in the developing cortex (Figs. 5 and 6). Thus, we have identified critical enhancer sequences for *Olig2* transcriptional regulation.

Cortical RGC lineage switch ensures proper numbers of neuronal and glial cell types are generated, and it is a conserved, but incompletely understood, feature in mouse and human cortical development (12, 13). Similar to the mouse brain, *OLIG2* expression begins in the human cortical SVZ when cortical progenitors start to generate glial lineages in the fetal brain (13). We found that the sequences of Gli3 and Pax6 binding sites are conserved in the human genome, and they interact with the *OLIG2* and *OLIG1* promoters in the cortical progenitor cells and glial lineages in the fetal brain (Fig. 4*D*). Similar to the mouse e14414/mm817 sequence, the homologous human sequence hs1188 drives strong LacZ expression in the mouse embryonic cortex (Fig. 4*C*). These results reveal conserved regulatory logic for *OLIG2* expression during human brain development.

Although we have identified critical enhancers that regulate *Olig2* expression in cortical progenitors, the molecular mechanism for how *Egfr* is transcriptionally activated by Shh and other signaling pathways remains to be determined. Interestingly, while Shh signaling is required across the rostro-caudal and medial-lateral axes of the cortical VZ/SVZ to activate *Olig2* and *Egfr* expression, *Egfr* regulates cortical gliogenesis in a regional-dependent manner (5, 6). Given that the MAPK pathway is strictly required for cortical gliogenesis (25), it is likely that signal transduction pathways other than the Egfr signaling activate the MAPK pathway in the ventrocaudal cortical regions.

Oligodendrocytes in the cerebral cortex originate from multiple sources (41). Although Ascl1^+^Egfr^+^Olig2^+^ MIPCs and Olig2^+^ Sox10^+^ OPCs are reduced in the cortices of *Smo cko* around birth, the numbers of OPCs and oligodendrocytes partially recover over time during later developmental stages (42). Both the expansion of ventrally derived OPCs and the proliferation of remaining cortical-derived OPCs contribute to this partial recovery (42). Future study should address the mechanisms by which the cortical RGCs generate OPCs and oligodendrocytes in the absence of Shh signaling.

## Materials and Methods

Experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee at University of California at Santa Cruz, University of South Dakota Sanford School of Medicine, and Lawrence Berkeley National Laboratory. Deidentified fetal tissue samples were collected with prior informed consent in strict observance of legal and institutional ethical regulations. All protocols were approved by the Human Gamete, Embryo, and Stem Cell Research Committee and Institutional Review Board at the University of California, San Francisco.

Generation of *Olig2^Δe14415/+^*, *Olig2^ΔGBS2/+^*, and *Olig2^Δe14416/+^* mice: These mice were generated using the iGONAD method (43), using two guide RNAs and a HDR donor oligo as repair template for each enhancer. Detailed information can be found in *SI Appendix*.

Generation of the enhancer reporter mice: These mice were generated and analyzed as described previously (36–38). Detailed information can be found in *SI Appendix*.

Immunohistochemistry, ChIP-seq, CUT&RUN, ATAC-seq, 4C, in utero electroporation (IUE), H3K4me3-PLAC-seq, western blot, quantification, and statistical analysis were performed according to published protocols. Information for the mouse lines used and generated, detailed experimental procedures, and analyses can be found in *SI Appendix*.

## Supplementary Material

Appendix 01

## Data Availability

ChIP-seq, CUT&RUN, and ATAC-seq generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE254693 (28).

# Supplementary material for: A conserved molecular logic for neurogenesis to gliogenesis switch in the cerebral cortex
**Source:** Proc Natl Acad Sci U S A. 2024 May 7;121(20):e2321711121. doi: 10.1073/pnas.2321711121
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

A conserved molecular logic for neurogenesis to gliogenesis switch in the cerebral cortex

Xiaoyi G. Liang<sup>1</sup>, Kendy Hoang<sup>1</sup>, Brandon L. Meyerink<sup>2,3</sup>, Pratiksha Kc<sup>2</sup>, Kitt Paraiso<sup>4</sup>, Li Wang<sup>5, 6</sup>, Ian R. Jones<sup>7</sup>, Yue Zhang<sup>1</sup>, Sol Katzman<sup>8</sup>, Thomas S. Finn<sup>1</sup>, Jeremiah Tsyporin<sup>1</sup>, Fangyuan Qu<sup>1</sup>, Zhaoxu Chen<sup>1</sup>, Axel Visel<sup>4, 9, 10</sup>, Arnold Kriegstein<sup>5,6</sup>, Yin Shen<sup>6,7</sup>, Louis-Jan Pilaz<sup>2,11</sup>, and Bin Chen<sup>1,\*</sup>

Bin Chen

### This PDF file includes:

Supporting text

Figures S1 to S8

SI References

## Supporting Information Text

### Online Materials and Methods

#### Ethics statement

Deidentified tissue samples were collected with prior informed consent in strict observance of legal and institutional ethical regulations. All protocols were approved by the Human Gamete, Embryo, and Stem Cell Research Committee (GESCR) and Institutional Review Board (IRB) at the University of California, San Francisco.

#### Animals

Experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee at University of California at Santa Cruz, University of South Dakota Sanford School of Medicine, and Lawrence Berkeley National Laboratory.

The day of the vaginal plug detection was designated as E0.5. The day of birth was designated as P0. The sexes of the embryonic and early postnatal mice were not determined.

The generation and genotyping of the *Smo<sup>fl/fl</sup>* (JAX no. 004526) (1), *Rosa26<sup>SmoM2/+</sup>* (JAX no. 005130) (2), *Gli3<sup>fl/fl</sup>* (JAX no. 008873) (3), *Pax6<sup>fl/fl</sup>* (JAX no. 028032) (4), *Emx1<sup>Cre/+</sup>* (JAX no. 005628) (5), *Olig2<sup>+/-</sup>* mice (JAX no. 025567) (6), and *hGFAP-Cre* (JAX no. 004600) (7) mice were described previously.

Generation of the *Olig2<sup>Δe14414/+</sup>* mice: These mice were generated using CRISPR/Cas9 method. Two sgRNAs (5' Guide #1 TCATCTGCGACCTAACAGAC TGG and 3' Guide #2 GTTCCCACGGTTGCTAAGGA AGG) were chosen and Cas9 protein/sgRNA complexes were injected into zygotes of C57BL/6N mice. 

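Both guides matched chromosome 16 of mm10 once without mismatch, each next to its PAM and on the minus strand. The protospacer and PAM of the 5′ guide covered 91138560 to 91138582, and those of the 3′ guide covered 91143287 to 91143309. Cas9 cuts between the third and the fourth base from the PAM, so that joining the expected cut ends removes 4727 bp, from 91138566 to 91143292. Both ends lie outside GBS1, so that all 3344 bp of the site are removed. The only exact GLI core of GBS1 is inside the deleted interval, which lies within the gene *Gm41492* and whose middle is 84.5 kb upstream of the *Olig2* TSS.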

174 zygotes were transferred into surrogate female mice and 17 pups were born. The mice were genotyped using 4 primers: wt-F2 (ATGTGGCAAAGCTAGAGGAGATGCC) and wt-R2 (CAAGACTCCGGTGTGAAAGCTCCAG) for the wild type allele (product: 792 bp), mut-F2 (GATGGCCGACAGCACAGGAAGTATT) and wt-R2 for the mutant allele (wild type product: 5337 bp; mut allele: ~610 bp). 

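The primers were placed on the genome sequence to see which interval each pair amplifies. The pair for the wild-type allele had a single match each and spanned 91142758 to 91143549, so that the product of 792 bp reaches across the 3′ cut site. The pair for the mutant allele spanned 91138213 to 91143549, which gives 5337 bp on the wild-type sequence and 610 bp once the interval between the cut sites is removed.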

The PCR products were sequenced to confirm genotyping results. Four male founders were obtained. Each founder mouse was bred to female C57BL/6N mice to obtain F1 mice. Progenies from F1 mice were bred to mice from the same founder to generate homozygous mutants, and bred to *Olig2<sup>+/-</sup>* mice to generate trans-heterozygous mice. Mice from all 4 founders showed the same phenotype.

Generation of *Olig2<sup>Δe14415/+</sup>*, *Olig2<sup>ΔGBS2/+</sup>*, and *Olig2<sup>Δe14416/+</sup>* mice: These mice were generated using the iGONAD method (8). Two guide RNAs and a HDR donor oligo as repair template were designed for each enhancer. 

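The arms of each donor oligo, 40 bases on either side, define which bases the repaired allele lacks. All 6 guides of these alleles matched chromosome 16 of mm10 once without mismatch. The Δe14415 allele lacks 2168 bp, from 91173163 to 91175330, and overlaps no Gli3 binding site. The ΔGBS2 allele lacks 2951 bp, from 91191147 to 91194097, which includes all 2793 bp of GBS2. The Δe14416 allele lacks 3926 bp, from 91300757 to 91304682, or 98.3% of GBS3, leaving 29 bp of the site at one end and 39 bp at the other. None of these deleted intervals contains an exact GLI core.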

The HDR donor oligos contain an EcoRI restriction site for easy genotyping. Each founder mouse was bred to female C57BL/6N mice to obtain F1 mice. Progenies from F1 mice were bred to mice from the same founder to generate homozygous mutants, and bred to *Olig2<sup>+/-</sup>* mice to generate trans-heterozygous mice. Mice from all founders for the same enhancer showed the same phenotype.

The sequences for the gRNAs and HDR oligos, and genotyping primers are:

GBS2 (chr16: 91191215-91194007)  
5' guide: TAATCCAGAAATACCATGTTTGG  
3' guide: GACCTTTAAACATGAGAGACTGG

HDR oligo:  
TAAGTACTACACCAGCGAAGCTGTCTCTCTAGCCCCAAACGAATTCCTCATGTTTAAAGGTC  
ACAGAAATGAACTCCCCGAGAGGC

Genotyping primers:

Outer primers

Forward primer (e2-FW): CTTGAGACGTGCAGGGTAGG

Reverse primer (e2-out-RV): CTCCTGTTTCAGCCTCTCGG

Wild-type product length: 3401 bp

Product length w/ recombination: 456 bp; after EcoRI digestion: 402 bp + 54 bp

Inner primers (Forward same as outer)

Forward primer (e2-FW): CTTGAGACGTGCAGGGTAGG

Reverse primer (e2-in-RV): GGGGATGAGCCATAAACTGGG

Product length: 561 bp

e14415 (chr16:91173251-91175250)

5' guide: GAGAAACGCTCCATCTCTAAGGG

3' guide: CCCCTAATATGTACACACATAGG

HDR oligo:

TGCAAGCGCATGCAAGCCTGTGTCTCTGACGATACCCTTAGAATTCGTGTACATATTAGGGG  
CAGGGTTAAATATATGGCATAACC

Genotyping primers

Outer primers

Forward primer (e3-FW): GCCTGCCTGTTTAGAGGTGT

Reverse primer (e3-out-RV): TCTGCAAAGTGAACGCAAGC

Wild-type product length: 2529 bp

Product length w/ recombination: 367 bp; after EcoRI digestion: 110 bp + 257 bp

Inner primers (Forward same as outer)

Forward primer (e3-FW): GCCTGCCTGTTTAGAGGTGT

Reverse primer (e3-in-RV): CCATTGAGCCAGCATTTCAGC

Product length: 411 bp

GBS3/E14416 (chr16:91300728-91304721)

5' guide: TCTCTGGGAGTAAAGACATCAGG

3' guide: AGCACACTTCCCATTTAACTTGG

HDR oligo:

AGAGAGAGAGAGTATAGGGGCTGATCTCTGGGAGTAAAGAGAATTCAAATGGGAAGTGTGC  
TCTGCTTAGAAAGGGAAGGTGTGTG

Genotyping primers:

Outer primers

Forward primer (e1-FW): TCAGTCCTTATCTCCCGCCT

Reverse primer (e1-out-RV): GGAGTGGCTTCTTCCCAACA

Wild-type product length: 4592 bp

Product length w/ recombination: 672 bp; after EcoRI digestion: 211 bp + 461 bp

Inner primers (Forward same as outer)

Forward primer (e1-FW): TCAGTCCTTATCTCCCGCCT

Reverse primer (e1-in-RV): GGCCAGACCAAACCTGGATTA

Product length: 587 bp

The enhancer reporter mice were generated and analyzed as described previously (9-11). The enhancer sequences were amplified by PCR from human or mouse genomic DNA where applicable, cloned into the vector plasmid *pPCR4-Shh::lacZ-11* (Addgene #139098) (10, 11), and sequenced by Miseq. After pronuclear microinjection, the F0 embryos were harvested at E11.5 or E16.5 and stained with X-gal to detect  $\beta$ -galactosidase (LacZ) activity. The embryos were

genotyped by PCR and Sanger sequencing. All the enhancer data have been uploaded into the Vista Enhancer Browser.

## **Immunohistochemistry**

4% paraformaldehyde was delivered to mice via trans-cardiac perfusion. Brains were post-fixed in 4% paraformaldehyde, 0.1% saponin, and PBS for 24 hours at 4°C, followed by cryoprotection in 30% sucrose in PBS. Brains were sectioned via cryostat at 12 µm or 20 µm.

Immunohistochemistry was performed using standard protocols. Briefly, brain sections were permeabilized with 0.3% Triton X-100 in phosphate buffered saline (PBS) for 10 min. Slides were immersed in citrate acid buffer (10mM citric acid monohydrate, 0.5% Tween-20, pH 6.0), and brought into a steamer for 25 min. Slides were cooled down to RT after steaming and then incubated in a blocking buffer (5% Horse serum, 0.3% Triton X-100 in PBS) for 30 minutes. Blocking buffer was removed, and the sections were incubated with primary antibodies (diluted in the blocking buffer) for overnight at 4°C.

The following primary antibodies were used in this study: OLIG2 (Mouse, Millipore 3319819), OLIG1 (Rabbit, Abcam ab124908), GLI3 (Goat, R&D Systems AF3690), SOX2 (mouse, BD Biosciences 561506), HOPX (Rabbit, Proteintech 11419-1-AP), PU.1 (Rabbit, Cell Signaling Technology #81886), SOX9 (Rabbit, Abcam ab185230), SOX10 (R&D System AF2864), PDGFRα (Rat, BD Pharmingen 558774), SP8 (Goat, SCBT Sc-104661), GSX2 (Rabbit, Millipore ABN162), ALDH1L1 (Rabbit, Abcam ab87117), EGFR (Goat, R&D Systems AF1280), MAPK (Rabbit, Cell Signaling Technology #9101), ID1 (Rabbit, Biocheck, Inc BCH-1/#37-2), ID3 (Rabbit, Biocheck, Inc BCH-4/#17-3), KI67 (Mouse, BD Pharmingen #556003), ASCL1 (Rabbit, Cosmo Bio SK-T01-003), GFP (Chicken, Aves Labs GFP-879484), Activated caspase 3 (Rabbit, Cell Signaling Technology #9661), H3K27me3 (Rabbit, Abcam ab190631), H3K4me3 (Rabbit, Abcam ab8580), and H3K27ac (Rabbit, Abcam ab4729).

The sections were washed in PBS, and incubated with secondary antibodies conjugated to Alexa 488, Alexa 546, Alexa 555, or Alexa 647 for 1.5 hour at room temperature. Secondary antibodies were from Jackson ImmunoResearch and Invitrogen. Finally, the sections were counterstained with DAPI for 5 mins before being mounted in Fluoromount-G (Invitrogen, 00495802).

## **EdU labeling**

Timed pregnant mice were injected with a single dose of EdU (40 mg/kg body weight; Thermo Fisher Scientific, E10187) at E17.5. Brains were collected 2 hours after injection. EdU was detected via a click-chemistry reaction containing the following reagents per 1 ml of reaction: 950 µl 100 mM Tris PH 7.4, 40 µl 100 mM CuSO<sub>4</sub>, 10 µl 200 mg/mL sodium ascorbate, and 1 µl Azide 555 (Invitrogen, A20012).

## **CUT&RUN-seq**

The E16 wild type and *hGFAP-Cre; Rosa26<sup>SmoM2/+</sup>* cortices (n=3 each group) were dissected, and cells were dissociated with the Accumax (Sigma-Aldrich A7089) following the manufacturer's instructions. CUT&RUN was performed according to the published protocol (12) (n=3 biological replicates/antibody/genotype). H3K27ac, H3K4me3 and H3K27me3 antibodies were used in this study. 10,000 cells were used for each experiment, and 3 biological replicates were performed for each antibody and genotype. DNA libraries were constructed using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB #E7645, E7103) with index primers (NEB, E7645-S). Pippen size selection was used to remove the primer dimers. The libraries were sequenced via NextSeq 75 cycles High (PE37) platform with 1% PhiX control.

## ChIP-seq

E15 wild type cortices were dissected. The cells were dissociated, fixed for 10 min with 1% formaldehyde and neutralized with glycine. ChIP-seq experiments were performed according to the published protocol (13) (n=3 biological replicates/antibody). Briefly, the cells were lysed, and the chromatin was sheared into 100~300 bp fragments. Immunoprecipitation reactions were performed using the Gli3 antibody. Sequencing libraries were generated from the ChIP-ed DNA and input DNA for control using Ovation Ultralow System V2 kit according to the manufacturer's protocol. Paired end sequencing (PE100) was performed on Illumina Hiseq4000 platform.

## ATAC-seq

The *pCAG-EGFP* plasmids alone or *pCAG-ShhN* along with *pCAG-EGFP* plasmids were electroporated into cortical ventricular zone of wild type embryos at E13.5. E16 cortices from the electroporated brains were dissected, and cells were dissociated using the Worthington Papain Dissociation Kit. Fluorescence activated cell sorting (FACS) was performed to enriched for the GFP<sup>+</sup> cells. 50,000 cells were used for each ATAC-seq experiment. The libraries were prepared by Nextera DNA Library Prep Kit (Illumina, catalog # FC-121-1030).

## 4C-seq

E16 and P0 wild type cortices, LGE/CGE tissues were dissected and used for 4C-seq according to a published protocol (14). *Olig1* and *Olig2* promoters were used as viewpoints. Primers were designed using Primer3. The restriction enzymes (REs) used and primers were described below. 4C libraries were generated with dual index NEB primers (E7780-S). The pooled library has low complexity and about 20% PhiX was spiked in, and we sequenced the library using NextSeq 150 cycles MID output (PE75). The following pipeline were used to analyze the data <https://github.com/deLaatLab/pipe4C> (14).

We performed three 4C experiments using the *Olig2* promoter as the viewpoint, and two 4C experiments using the *Olig1* promoter as the viewpoint. The restriction enzymes (REs), sequencing primer, reading primer, outward primer, and non-reading primer for the 4C experiments were:

Gene: *Olig2*

1<sup>st</sup> RE: Csp6I

2<sup>nd</sup> RE: DpnII

Sequencing primer: TATTGTCACTGTAGCGTCAG

Reading primer: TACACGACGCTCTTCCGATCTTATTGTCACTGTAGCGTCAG

Outward primer: CTCCAAAGTGGCTAGGATTT

Non-reading primer:

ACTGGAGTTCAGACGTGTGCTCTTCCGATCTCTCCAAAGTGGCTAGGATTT

Gene: *Olig2*

1<sup>st</sup> RE: DpnII

2<sup>nd</sup> RE: Csp6I

Sequencing primer: TATTGTCACTGTAGCGTCAG

Reading primer: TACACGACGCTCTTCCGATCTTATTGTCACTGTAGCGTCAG

Outward primer: CTCCAAAGTGGCTAGGATTT

Non-reading primer:

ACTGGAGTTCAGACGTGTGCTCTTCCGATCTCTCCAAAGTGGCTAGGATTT

Gene: *Olig2*

1<sup>st</sup> RE: Csp6I  
2<sup>nd</sup> RE: DpnII  
Sequencing primer: CACACACATACAAAGCTGAG  
Reading primer: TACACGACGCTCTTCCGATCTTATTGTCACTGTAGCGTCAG  
Outward primer: CGGACGAGTTTGCAGATT  
Non-reading primer:  
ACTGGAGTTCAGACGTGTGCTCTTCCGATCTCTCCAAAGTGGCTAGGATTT

Gene: *Olig1*  
1<sup>st</sup> RE: Csp6I  
2<sup>nd</sup> RE: DpnII  
Sequencing primer: TGTCTTGTAATAATGTGATC  
Reading primer: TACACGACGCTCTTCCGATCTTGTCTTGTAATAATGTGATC  
Outward primer: GATAACCCTCTCTGGCAAC  
Non-reading primer:  
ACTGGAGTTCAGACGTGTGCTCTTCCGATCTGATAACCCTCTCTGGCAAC

Gene: *Olig1*  
1<sup>st</sup> RE: NlaIII  
2<sup>nd</sup> RE: DpnII  
Sequencing primer: GGTTGGCTGTTATAAAAATGC  
Reading primer: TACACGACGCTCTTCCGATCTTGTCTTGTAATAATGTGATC  
Outward primer: GATAACCCTCTCTGGCAAC  
Non-reading primer:  
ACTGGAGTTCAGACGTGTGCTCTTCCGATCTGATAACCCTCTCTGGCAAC

### H3K4me3 PLAC-seq

The dissociated human fetal cortical cells from GW15 and GW22 human fetal brain tissue were stained with antibodies for SOX2, HOPX, OLIG2, and PU.1. Distinct cell populations were isolated via FACS: ventricular radial glia (vRG, SOX2<sup>+</sup>HOPX<sup>low</sup>), outer radial glia (oRG, SOX2<sup>+</sup>HOPX<sup>high</sup>), glial progenitors (IMP/OPC/oligodendrocytes, OLIG2<sup>+</sup>), and microglia (PU.1<sup>+</sup>). Following cell sorting, we performed H3K4me3 proximity ligation-assisted ChIP-seq (PLAC-seq) using sorted cells, and applied the Model-based Analysis of PLAC-seq (MAPS) pipeline to call significant H3K4me3-mediated chromatin interactions at a resolution of 2 kb, as described in detail previously (15).

### Western blot analysis

P0 cortices were dissected in ice cold 1X PBS with protease inhibitor. The tissue was homogenized in RIPA buffer by manually triturating with a P1000 pipet tip before incubating on ice for 20 minutes. The cell homogenate was centrifuged at 14,000 g for 10 minutes at 4°C. The supernatant was removed, and proteins were denatured at 100°C for 5 minutes in laemmli buffer. The samples were then run on an 8% SDS-PAGE at 70V for 2 hours, transferred to a PVDF membrane (Sigma, IPVH85R) at 150 mA for 90 minutes. The blot was blocked for one hour in 1% non-fat milk in 1X Tris-Buffered Saline, 0.1% Tween 20 (TBST). After blocking, GLI3 (Goat, R&D Systems AF3690, 1:500) and  $\beta$ -actin antibodies (Mouse, Abcam ab8226, 1:2000) were added and incubated at 4°C overnight. The blot was then washed with TBST and incubated in Donkey anti Goat secondary antibody (Abcam ab6885) and Donkey anti Mouse secondary antibody (Abcam ab205724) at a 1:20,000 dilution for one hour and images were processed using ImageStudioLite. Western blot analysis was done for 3 wild type and 3 *Smo cko* samples. Statistical significance was determined using the unpaired t-test. Significance was set as \* for  $p < 0.05$ , \*\* for  $p < 0.01$ , \*\*\*  $p < 0.001$  for and \*\*\*\* $p < 0.0001$  all significance tests.

## Image acquisition and analysis

Images for quantitative analyses were acquired with a Zeiss 880 confocal microscope. Laser power and gain were adjusted until <1% of pixels were saturated. Cell counting was performed on single z-slices with FIJI. Individual channels were adjusted with auto threshold “Moments,” or a manual threshold was applied to discern high versus low expressing cells. The dilate, erode, and watershed functions were sequentially used before particles were analyzed with a circularity of 0.3-1.0 and size exclusion of >1 $\mu$ m. Brightfield images were acquired with a Zeiss AxioImager Z2 widefield microscope with a Zeiss AxioCam 506 (color) camera.

Quantification of the Gli3, and Olig2 protein expression levels in the cortical VZ/SVZ of P0 wild type and *Smo cko* mouse brains: The brains were sectioned at 12  $\mu$ m and Olig2/Gli3 immunostaining was performed on the section. 40X images were taken by using ZEISS 880 Confocal microscope. The individual cells in the VZ/SVZ were selected based on DAPI staining. The sum of the values of the pixels in the selection was calculated by FIJI as the integrated density. The average cell fluorescence value was calculated by dividing the integrated density by the area of selection. We selected 100-150 cells in the VZ/SVZ to calculate the average cell fluorescence value in each channel. The data were visualized by normalizing the max average cell fluorescence value to 1000 in each channel to show the differential expression level of the Gli3 and Olig2 proteins. The cell with a 1000 value is the brightest cell in the image. The log-linear regression analysis and Kolmogorov-Smirnov statistical tests were performed to compare the expression and distribution of Gli3 and Olig2 expression of the 2 sets of cells. Statistical analysis was performed using GraphPad Prism 5.0, or R. Only single Z-slice confocal images were used in cell quantifications. For each brain, the numbers of marker<sup>+</sup> cells in the cortex were quantified in 300- or 350- $\mu$ m-wide regions from 3 sections. Care was taken to match the anterior-posterior, medial-lateral positions for the chosen areas between the mutant and control genotypes. For each genotype and each age, 3 different brains were analyzed. Data are shown as mean + SEM. Statistical significance for single comparisons was determined using the unpaired t-test. Significance was set as \* for  $p < 0.05$ , \*\* for  $p < 0.01$ , \*\*\*  $p < 0.001$  for and \*\*\*\* $p < 0.0001$  all significance tests.

## Supporting Figures

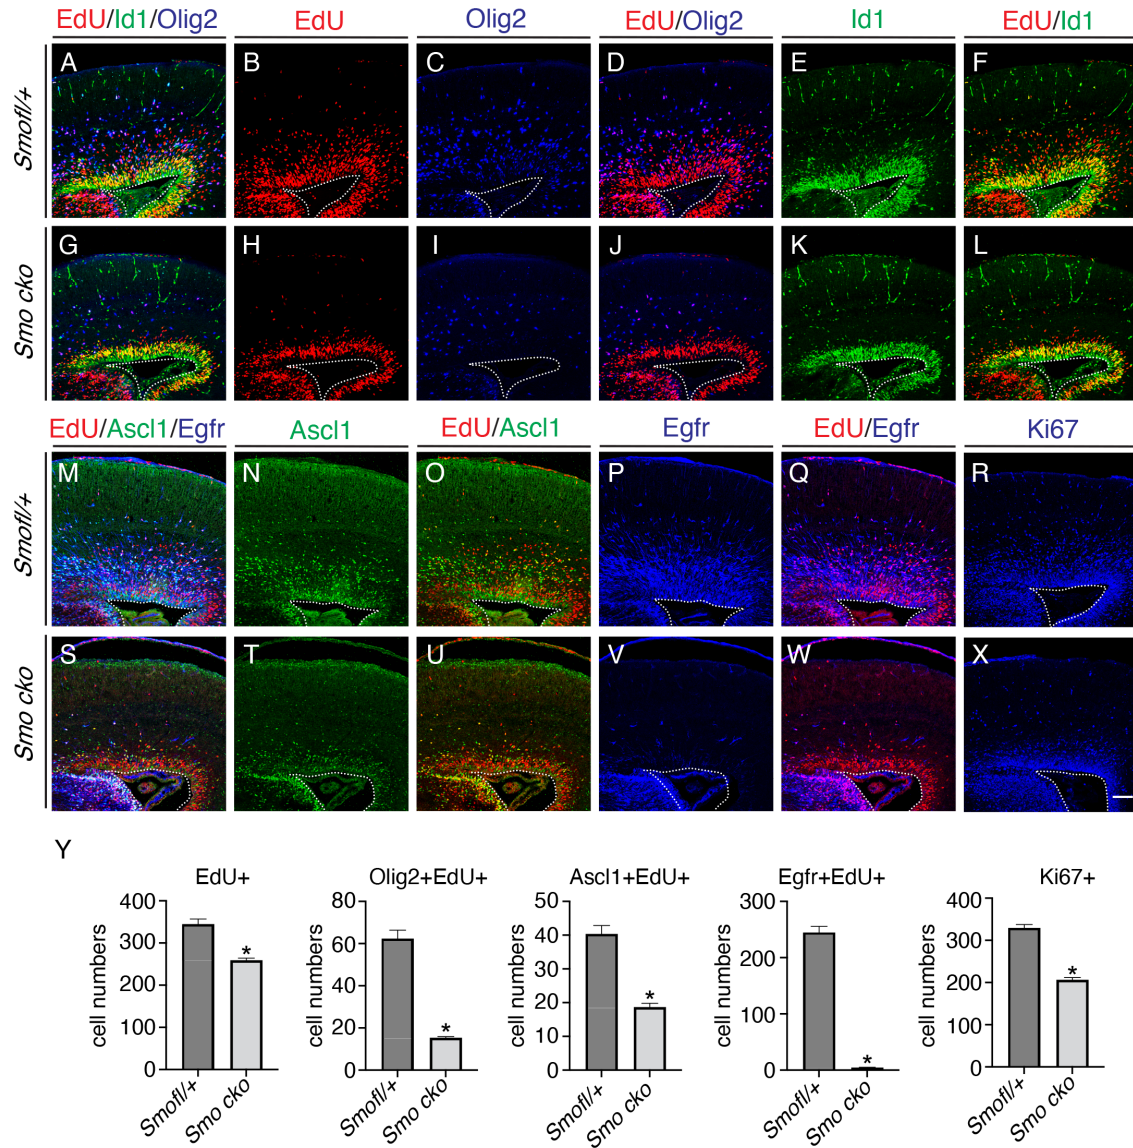

**Fig. S1.** Fewer MIPCs proliferate in the VZ/SVZ of E17.5 *Smo cko* mouse cortices. A-L, EdU labeling and expression of Olig2 and Id1 in the *Smo<sup>fl/+</sup>* (A-F) and *hGFAP-Cre; Smo<sup>fl/fl</sup>* (*Smo cko*) (G-L) cortices. EdU was injected 2 hours before brain collection. M-Q and S-W, EdU labeling and expression of Ascl1 and Egfr in the *Smo<sup>fl/+</sup>* (M-Q) and *Smo cko* (S-W) cortices. R and X, Immunostaining using Ki67 antibody of the *Smo<sup>fl/+</sup>* (R) and *Smo cko* (X) brain sections. Images were taken at the rostral-middle position along the rostral-caudal axis. Y, Quantifications of the EdU<sup>+</sup>, Olig2<sup>+</sup>EdU<sup>+</sup>, Ascl1<sup>+</sup>EdU<sup>+</sup>, Egfr<sup>+</sup>EdU<sup>+</sup> and Ki67<sup>+</sup> cells per section in the VZ/SVZ of *Smo<sup>fl/+</sup>* and *Smo cko* cortices. Numbers represent means + SEM (n=3 mice per genotype). \*, P<0.05; unpaired Student's t test. Scale bars: 100  $\mu$ m in X, applies to A-X.

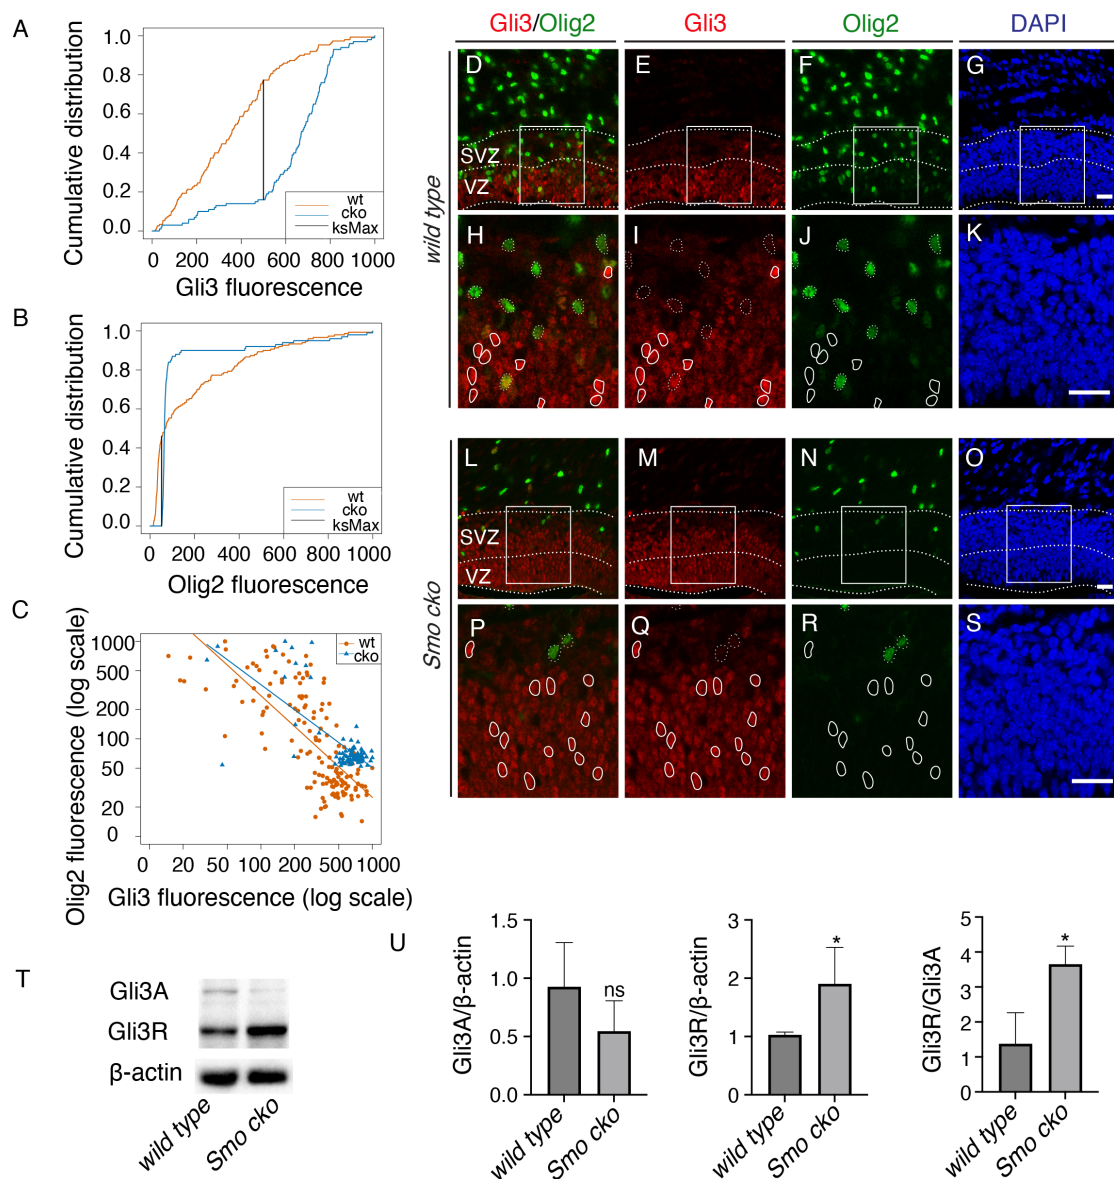

**Fig. S2.** Negative correlation between Gli3 and Olig2 expression in P0 cortical progenitor cells. A and B, Empirical cumulative distribution functions of wild type (wt) and *Smo cko* (cko) for Gli3 (A) and Olig2 (B) fluorescence signal. Applying the Kolmogorov-Smirnov 2-sample test to determine if the distributions are different yields two-sided p-values of  $2.2 \times 10^{-16}$  (A) and  $1.9 \times 10^{-11}$  (B). C, Quantification of Gli3 and Olig2 protein expression in wild type (orange) and *Smo cko* (blue) cortical progenitors. Each dot represents a cell. The cell with a 1000 value is the brightest cell in the field. A linear regression of the log-scaled values of Gli3 and Olig2 have negative slopes of -1.04 (wild type) and -0.85 (*Smo cko*), and Adjusted R-squared values of 55% (wild type) and 52% (*Smo cko*). D-S, Sample images of Gli3 and Olig2 immunostaining in wild type (D-K) and *Smo cko* (L-S) cortical progenitors used for quantification. H-K and P-S show the higher magnification images of the boxed areas in D-G and L-O, respectively. Images were taken at the rostral-middle position along the rostral-caudal axis. T and U, Western blot (T) and quantification (U) ( $n=3$  replicates/genotype) of Gli3R, Gli3A protein levels and comparison of Gli3R/Gli3A ratios in P0 wild type and *Smo cko*

cortices. Scale bars: 20  $\mu\text{m}$  in G, applies to D-G; 20  $\mu\text{m}$  in K, applies to H-K; 20  $\mu\text{m}$  in O, applies to L-O; and 20  $\mu\text{m}$  in S, applies to P-S.

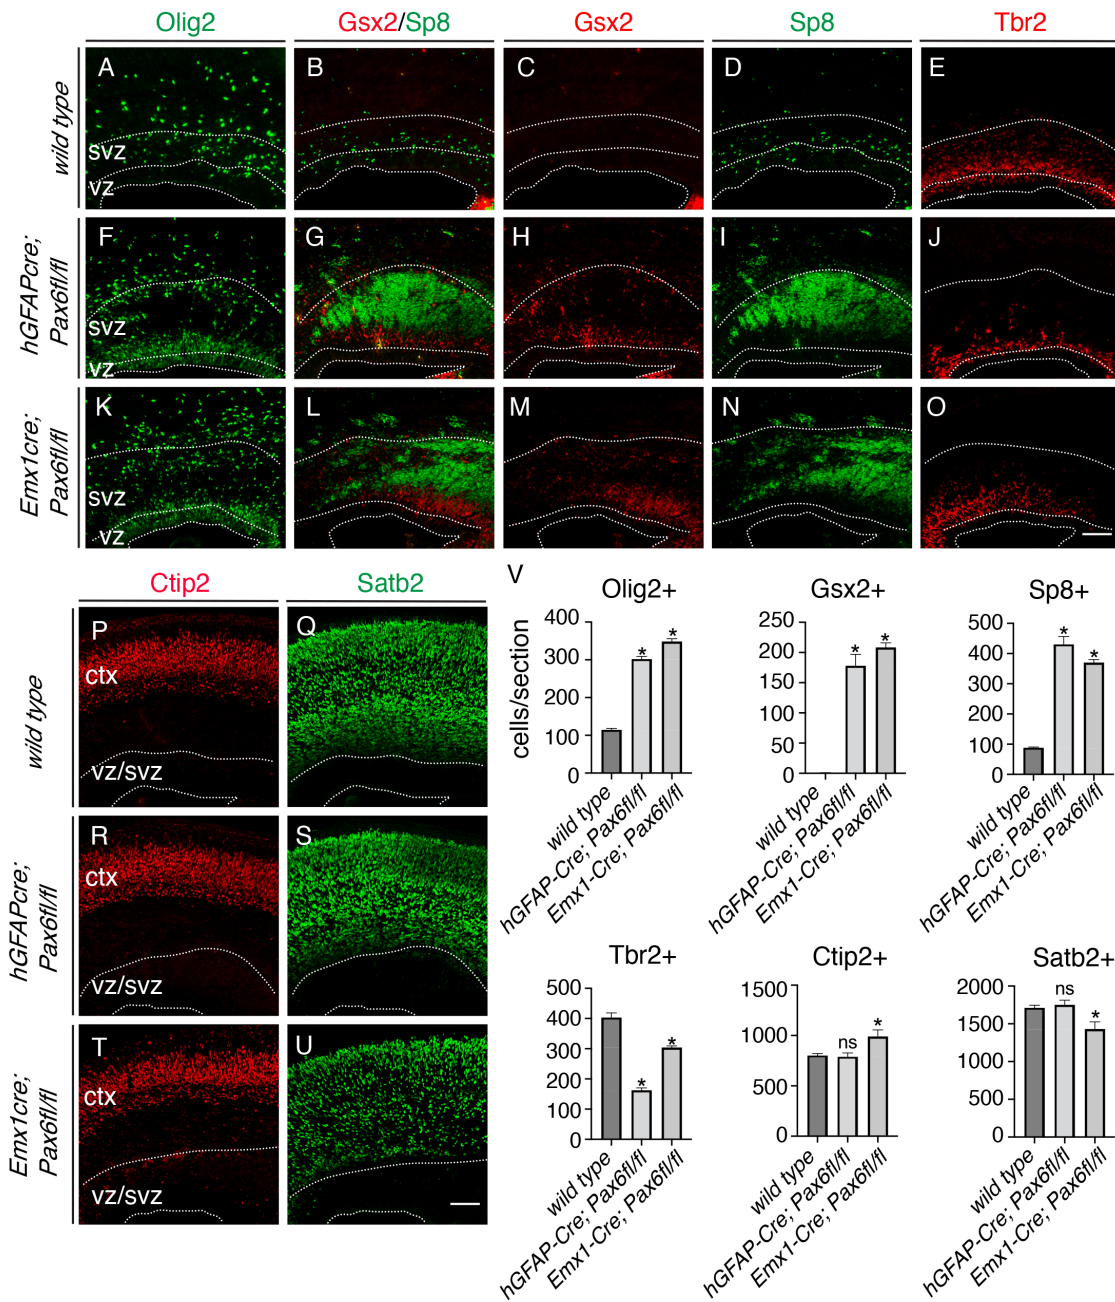

**Fig. S3.** Pax6 represses Olig2 expression and olfactory bulb interneuron lineage. A-U, Immunostaining of Olig2, Gsx2, Sp8, Tbr2, CtIP2 and Satb2 in E16.5 wild type (A-E, P-Q), *hGFAPcre; Pax6<sup>fl/fl</sup>* (F-J, R-S) and *Emx1-cre; Pax6<sup>fl/fl</sup>* (K-O, T-U) cortices. Images were taken at the rostral-middle position along the rostral-caudal axis. V, Quantification of Olig2<sup>+</sup>, Gsx2<sup>+</sup>, Sp8<sup>+</sup> and Tbr2<sup>+</sup> cells in the VZ/SVZ, CtIP2<sup>+</sup> and Satb2<sup>+</sup> cortical neurons per 350-μm wide section. Numbers represent means + SEM (n=3 mice per genotype). \*, P<0.05; unpaired Student's t test. Scale bar: 100 μm in O, applies to A-O; 100 μm in U, applies to P-U.

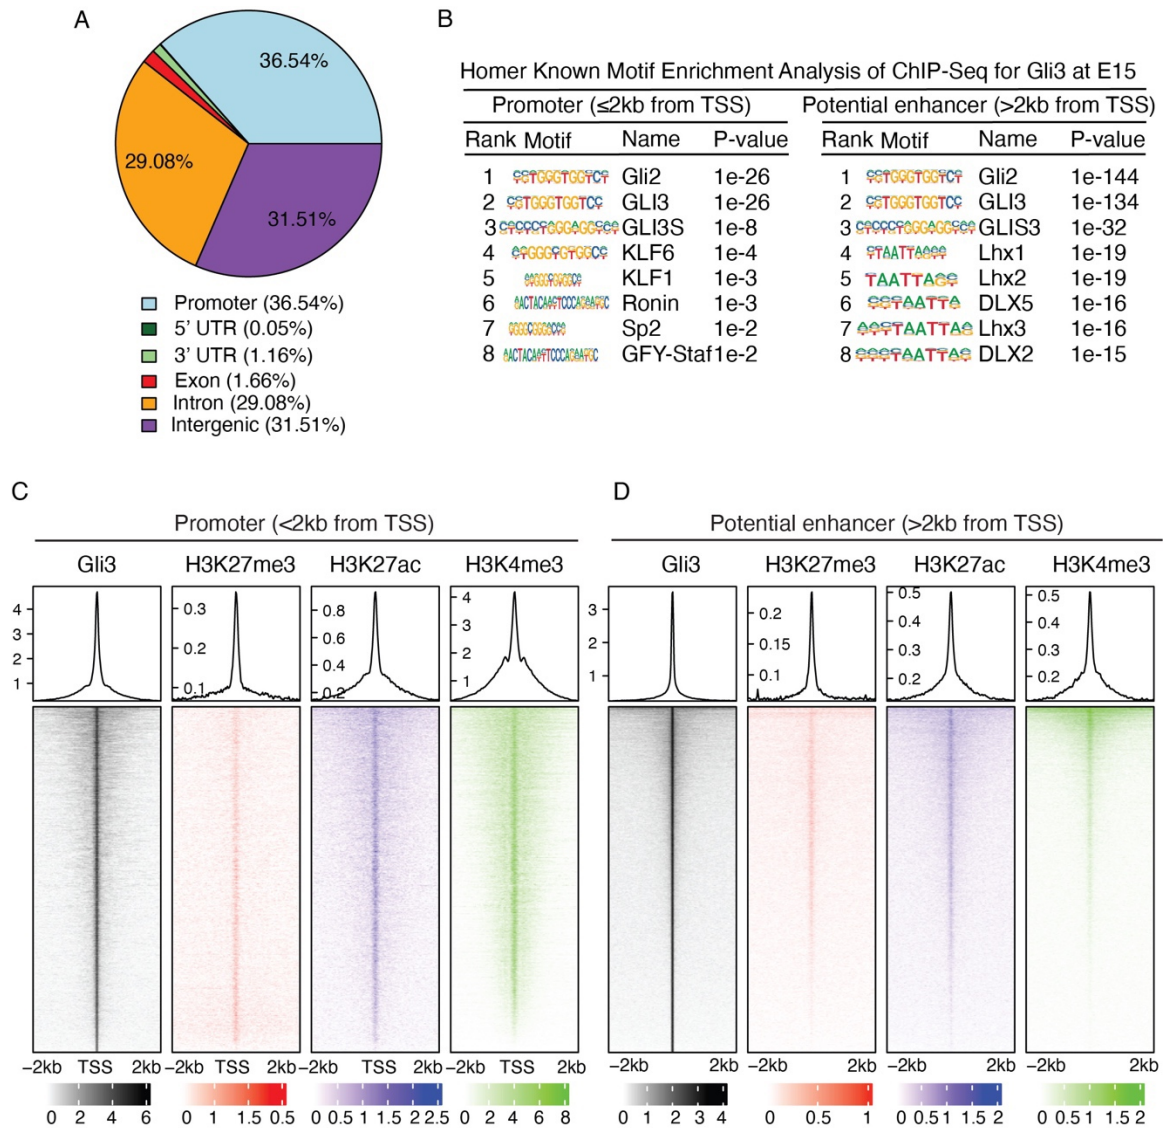

**Fig. S5.** ChIP-seq experiments reveal Gli3 binds to both promoter and enhancer regions. A, A pie chart showing the distribution of the Gli3 binding sites in the genome of cortical cells. B, The most enriched known motifs for the Gli3 binding promoter and potential enhancer regions. C and D, Heat map showing Gli3 binding sites in the promoter (C) and enhancer (D) regions are enriched in H3K27me3, H3K27ac, and H3K4me3.

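Among the 2242 sites outside promoters, the midpoint was in an intron at 1115 (49.7%, 95% confidence interval 47.7 to 51.8%), against 42.1% of the 36349 random regions outside promoters (two-sided Fisher's exact test, p = 1.75e-12, odds ratio 1.36). It was in intergenic sequence at 1051 sites (46.9%, 95% confidence interval 44.8 to 48.9%) against 54.8% of those regions (two-sided Fisher's exact test, p = 2.70e-13, odds ratio 0.727). Of all sites, 27.1% were in introns and 25.5% in intergenic sequence. Few sites were in the other classes, with 41 in exons (0.997% of all sites), 34 in 3′ UTRs (0.826%) and 1 in a 5′ UTR (0.0243%). A midpoint in a 5′ UTR is nearly always within 2 kb of a TSS and is then counted as promoter.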

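Motifs of other transcription factor families were counted in the sites and their flanks as short consensus sequences, in a list of 9. The list was fixed before the data were examined, but its LHX and DLX, KLF, SP, and Ronin and GFY-Staf motifs were taken from Fig. S5B. An excess of these motifs here comes from the same experiment as the figure and is not independent support for it. The motifs were tested with one-sided Fisher's exact tests and Benjamini-Hochberg adjustment over the list. At promoter sites 4 of the 9 had an adjusted p-value below 0.05. The SP motif GGGCGGGG was in 55.6% of sites and 11.9% of flanks (exact test, adjusted p = 7.45e-258), and the KLF motif GGGCGTGG in 20.9% and 11.2% (adjusted p = 3.31e-21). Against random regions of matched GC content both excesses were smaller. The ratio of the SP motif fell from 4.66 with flanks to 1.66, and that of the KLF motif from 1.87 to 1.34. The bHLH motif CAGCTG was in 67.3% of sites against 61.8% of flanks (exact test, adjusted p = 1.02e-04), but it was less frequent in sites than in random regions of matched GC content, with a ratio of 0.923. The CTCF motif was in 4 sites and 0 flanks (exact test, adjusted p = 0.0278), but this excess was lost against GC-matched regions, of which 6 of 3744 held it (exact test, adjusted p = 0.787). The motif ACTACAATTCC, shared by Ronin and GFY-Staf, was in 6 promoter sites, a number too small to separate from the flanks (exact test, adjusted p = 0.138). The LHX and DLX motif TAATTA was less frequent in promoter sites than in their flanks (31.7% against 41.4%) and more frequent than in GC-matched regions, with a ratio of 1.45. At nonpromoter sites 4 motifs also passed. TAATTA was in 43.3% of sites and 38.4% of flanks (exact test, adjusted p = 1.95e-04), CAGCTG in 69.4% and 59.6% (adjusted p = 9.86e-15) and GGGCGGGG in 15.4% and 11.0% (adjusted p = 1.24e-06). The excess of GGGCGGGG at nonpromoter sites was lost against GC-matched regions, with a ratio of 1.08. The NFI motif was in 13 nonpromoter sites and 5 flanks (exact test, adjusted p = 0.00194), and in the central 200 bp of none of them.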

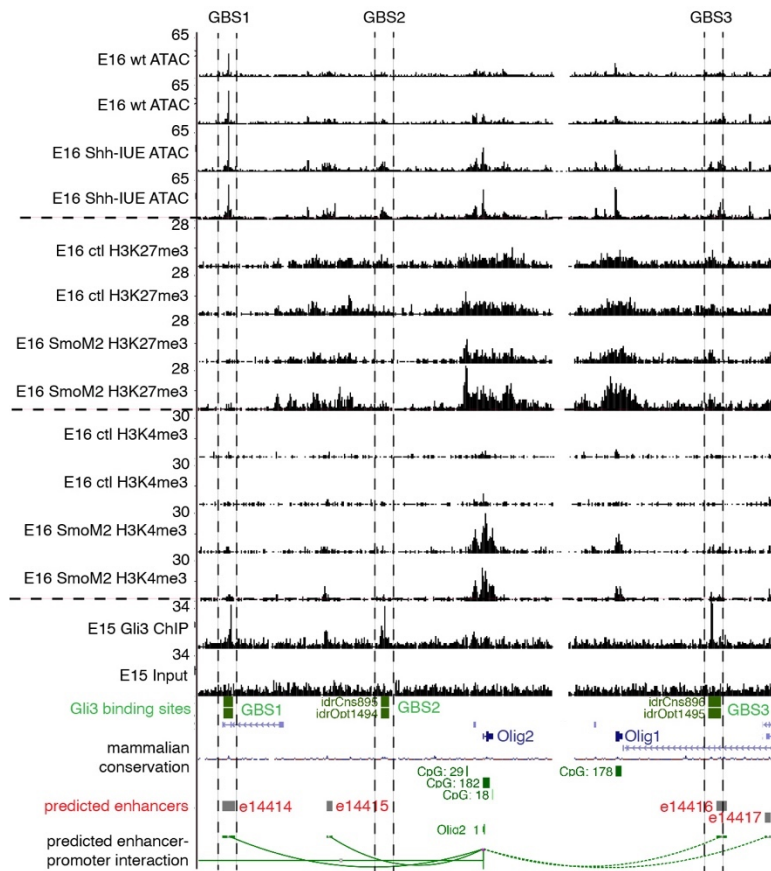

**Fig. S6.** Gli3 binds to 3 different sites (GBS1, GBS2, and GBS3) at the *Olig1/2* loci. GBS1 overlaps with predicted enhancer e14414, and GBS3 overlaps with e14416. ATAC-seq shows increased accessibility at the 3 GBS sites when Shh was overexpressed in the cortex. Wavy green lines represent predicted interactions between enhancers and the *Olig2* promoter.

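Outside this locus, the next Gli3 binding site to the left of GBS1 on chromosome 16 was at the promoter of *Synj1*, from 91010383 to 91011806, and the next to the right of GBS3 was in an intron of *Ifnar2*, from 91377633 to 91380478. The site in *Ifnar2* held 1 GLI core, in the sequence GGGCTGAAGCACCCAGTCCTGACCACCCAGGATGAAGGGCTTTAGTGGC. GBS1, GBS2 and GBS3 had GC contents of 47.4%, 52.2% and 48.9%.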

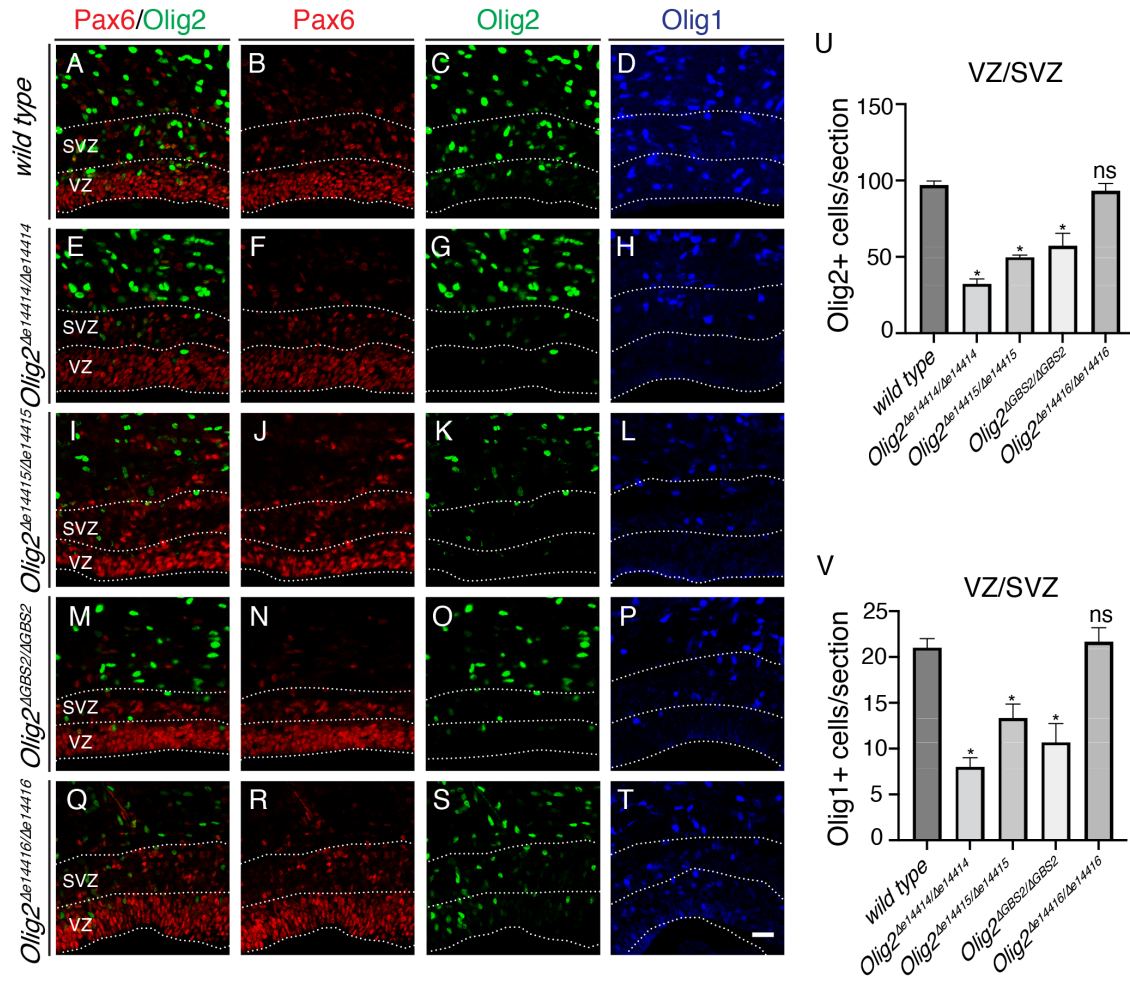

**Fig. S7.** Deletion of enhancer e14414, e14415 or GBS2 reduces Olig2 and Olig1 expression in cortical VZ/SVZ at P0. A-T, Immunostaining of Pax6, Olig2, Olig1 in the cortices of wildtype, *Olig2<sup>Δe14414/Δe14414</sup>*, *Olig2<sup>Δe14415/Δe14415</sup>*, *Olig2<sup>ΔGBS2/ΔGBS2</sup>* and *Olig2<sup>Δe14416/Δe14416</sup>* mice. Pax6 staining delineated the VZ and SVZ. Images were taken at the rostral-middle position along the rostral-caudal axis. U and V, Quantification of Olig2<sup>+</sup> and Olig1<sup>+</sup> cells per 350-μm wide section. Numbers represent means + SEM (n=3 mice per genotype). \*, P<0.05; unpaired Student's t test. Scale bar: 20 μm in T, applies to A-T.

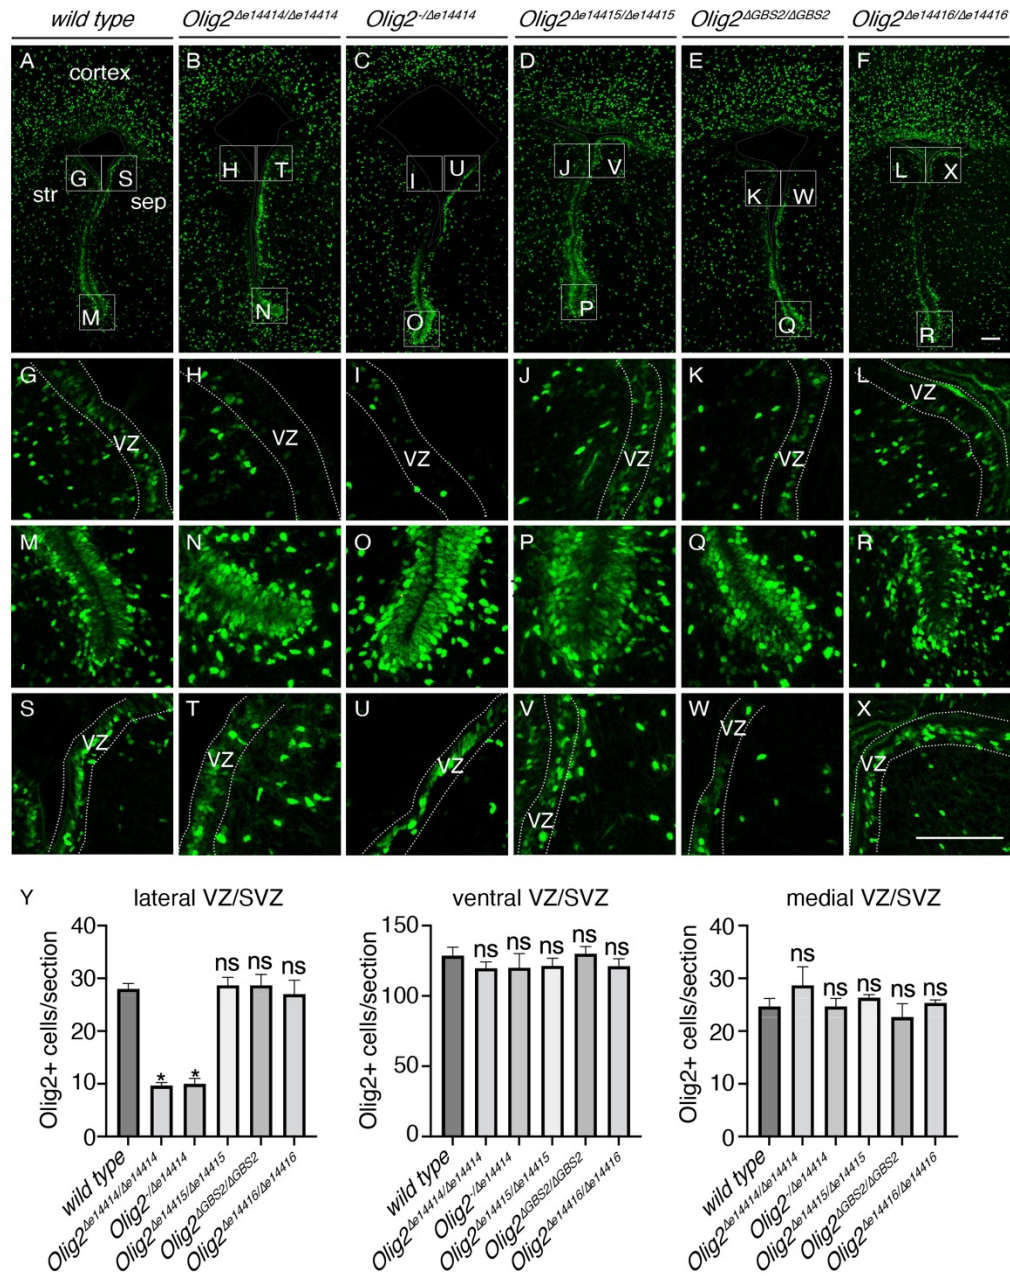

**Fig. S8.** Enhancer e14414 regulates *Olig2* expression in lateral VZ/SVZ of the forebrain. A-X, Immunostaining of *Olig2* in the brains of P0 wild type (A, G, M and S), *Olig2*<sup>Δe14414/Δe14414</sup> (B, H, N and T), *Olig2*<sup>-/-Δe14414</sup> (C, I, O and U), *Olig2*<sup>Δe14415/Δe14415</sup> (D, J, P and V), *Olig2*<sup>ΔGBS2/ΔGBS2</sup> (E, K, Q and W) and *Olig2*<sup>Δe14416/Δe14416</sup> (F, L, R and X) mice. G-X showing the high magnification images of the boxed areas in A-F. G-L showing *Olig2* staining in the lateral VZ/SVZ. M-R showing *Olig2* expression in the ventral VZ/SVZ. S-X showing *Olig2* staining in the medial VZ/SVZ. Images were taken at the rostral-middle position along the rostral-caudal axis. Y, Quantifications of *Olig2*<sup>+</sup> cells in lateral, ventral brain and medial VZ/SVZ. Numbers represent means + SEM (n=3 mice per genotype). \*, P<0.05; unpaired Student's t test. Scale bar: 100 μm in F, applies to A-F; 100 μm in X, applies to G-X.

## SI References

1. F. Long, X. M. Zhang, S. Karp, Y. Yang, A. P. McMahon, Genetic manipulation of hedgehog signaling in the endochondral skeleton reveals a direct role in the regulation of chondrocyte proliferation. *Development* **128**, 5099-5108 (2001).
2. J. Jeong, J. Mao, T. Tenzen, A. H. Kottmann, A. P. McMahon, Hedgehog signaling in the neural crest cells regulates the patterning and growth of facial primordia. *Genes Dev* **18**, 937-951 (2004).
3. S. Blaess, D. Stephen, A. L. Joyner, Gli3 coordinates three-dimensional patterning and growth of the tectum and cerebellum by integrating Shh and Fgf8 signaling. *Development* **135**, 2093-2103 (2008).
4. R. Ashery-Padan, T. Marquardt, X. Zhou, P. Gruss, Pax6 activity in the lens primordium is required for lens formation and for correct placement of a single retina in the eye. *Genes Dev* **14**, 2701-2711 (2000).
5. J. A. Gorski *et al.*, Cortical excitatory neurons and glia, but not GABAergic neurons, are produced in the Emx1-expressing lineage. *J Neurosci* **22**, 6309-6314 (2002).
6. M. Zawadzka *et al.*, CNS-resident glial progenitor/stem cells produce Schwann cells as well as oligodendrocytes during repair of CNS demyelination. *Cell stem cell* **6**, 578-590 (2010).
7. L. Zhuo *et al.*, hGFAP-cre transgenic mice for manipulation of glial and neuronal function in vivo. *Genesis* **31**, 85-94 (2001).
8. Y. Imai, A. Tanave, M. Matsuyama, T. Koide, Efficient genome editing in wild strains of mice using the i-GONAD method. *Sci Rep* **12**, 13821 (2022).
9. A. Visel, S. Minovitsky, I. Dubchak, L. A. Pennacchio, VISTA Enhancer Browser--a database of tissue-specific human enhancers. *Nucleic Acids Res* **35**, D88-92 (2007).
10. E. Z. Kvon *et al.*, Comprehensive In Vivo Interrogation Reveals Phenotypic Impact of Human Enhancer Variants. *Cell* **180**, 1262-1271 e1215 (2020).
11. M. Osterwalder *et al.*, Characterization of Mammalian In Vivo Enhancers Using Mouse Transgenesis and CRISPR Genome Editing. *Methods Mol Biol* **2403**, 147-186 (2022).
12. P. J. Skene, S. Henikoff, An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. *eLife* **6** (2017).
13. W. L. McKenna *et al.*, Mutual regulation between Satb2 and Fezf2 promotes subcerebral projection neuron identity in the developing cerebral cortex. *Proc Natl Acad Sci U S A* **112**, 11702-11707 (2015).
14. P. H. L. Krijger, G. Geeven, V. Bianchi, C. R. E. Hilvering, W. de Laat, 4C-seq from beginning to end: A detailed protocol for sample preparation and data analysis. *Methods* **170**, 17-32 (2020).
15. M. Song *et al.*, Cell-type-specific 3D epigenomes in the developing human cortex. *Nature* **587**, 644-649 (2020).

How the deposited data were processed for this re-analysis (not part of the article)

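The Gli3 ChIP-seq experiment comprised 3 Gli3 ChIP libraries and 3 input libraries from wild-type mouse cortex at embryonic day 15. From the paper and the heading of the list, the authors sequenced paired ends, used 85 bases from each end, filtered repeats, mapped with bowtie2 to mm10, and kept the optimal set of an irreproducible discovery rate analysis over the replicates. The deposited unit is a position on the genome: the authors' list has 4 columns, with the chromosome, start, end and name of each peak, and no count, height, fold or p-value. The paper's text names neither the peak caller and its threshold nor the IDR threshold. Because the replicates were joined into 1 list, no comparison between replicates and no error between embryos was possible, and the read depth of the libraries is unknown here. The number of sites and their widths depend on those settings of the authors. Wide sites contain more sequence and so more chance matches of any motif, which is why each site was compared with regions of its own length. The other assays of the paper were not analysed here.

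Starts were converted to 1-based coordinates. Sequence came from GRCm38, the assembly of mm10, and genes from GENCODE M21. The scaffolds, named differently in the list and in the sequence, were matched by the splice sites of the introns annotated on them. On the longer scaffold, 9 of 9 annotated introns had canonical splice sites in the sequence chosen and 1 in the next best. A site was assigned by its midpoint, in the order promoter, 5′ UTR, 3′ UTR, exon, intron and intergenic, with a promoter reaching 2 kb to either side of the TSS of any transcript. This follows the division at 2 kb written in Fig. S5, while the paper's text describes an upstream window, which was used as an alternative.

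Controls were of 4 kinds. Flanks of the same length started 1 site length from each edge of the site, 8206 in all, after 22 were left out for an assembly gap or a chromosome end. Random regions, 10 per site, were drawn with a fixed seed on the same chromosome without gaps, and GC-matched regions were drawn in the same number within 2 percentage points of the GC content of the site. All of them were used for the promoter share, and 2 per site for the counts of motifs and words. For the GLI core, the sequences of the sites were also shuffled with their dinucleotides kept. A region counted once for a motif however many matches it held. Shares were compared with Fisher's exact test, one-sided for an excess in sites and two-sided between site classes, and words of 8 bases and the 9 motifs of other families were adjusted with the Benjamini-Hochberg method within each class of sites. The density at the *Olig1/2* locus was compared with 10000 random windows, and the list of Shh pathway genes with 100000 random lists of protein-coding genes. Repeated sequence was measured as the percent of the 32-base words of a site, taken every 10 bases, that occur more than once in the assembly on either strand, including unplaced sequences.

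The genes named were those the paper names in its ChIP-seq results, its marker genes with a site within 50 kb of the TSS with the others listed, the same for the list of Shh pathway genes, and the 5 protein-coding genes whose TSS was nearest to the most sites, with ties included. Some items that this rule covers are not reported here. Guides, donor arms and primers of the *SI Appendix* were placed on chromosome 16 by exact match. The inner reverse primer of the Δe14415 allele had no exact match, and its product is not given.

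The motif counts were tested on simulated data. Of 300 GLI cores planted in 1500 simulated sequences, 300 were found, the GLI words then ranked 2 or better among 32896 words, and with nothing planted 0 words had an adjusted p-value below 0.05. Of 500 midpoints placed within 2 kb of a TSS, 500 were classed as promoter. For the permutation test, 500 counts were drawn from the same simulated distribution as the null, in place of lists of real genes, and 21 had a p-value below 0.05. This checks how the p-value is calculated, not how genes were matched to sites.

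Alternatives to the promoter definition, the control regions, the motif match, the part of the site searched, the merging of sites, the window of the locus and the distance to genes were set before the data were examined. One more, without sites made mostly of repeated words, was chosen after seeing the data. The work was done with python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and samtools 1.23.1.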

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

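Of the tests in this part, the comparison of GLI cores in sites of mostly repeated sequence was chosen only after the result was seen.

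The unplaced scaffold JH584304, which is 114452 bp long, held 14 Gli3 binding sites, a signal in sequence that the paper does not discuss. A technical explanation is that this sequence is present in the genome in more copies than the assembly holds, so that reads from all copies gather on it. In the sites on the scaffold a median of 88.8% of the 32-base words had another copy in the assembly, against 0.518% at autosomal sites, and 13 of the 14 sites had more than 50% such words. The sites thus consist mostly of sequence that recurs, but copies missing from the assembly were not measured, and this explanation stays open. No site held a GLI core, and 1 of the 14 was a promoter site. At the core share of nonpromoter sites, applied to all 14, none would hold a core with a probability of 0.109. Binding of Gli3 through its core motif therefore stays open. The sites are too few to settle this. The design names no biological difference that bears on it, and none was tested.

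Chromosome Y held 12 sites, which the paper does not report on. A median of 97.0% of the words in these sites had another copy in the assembly, all 12 sites had more than 50% such words, and the median number of copies was 101.75. Whether the genome holds further copies, whose reads would gather here, was not measured and stays open. No biological explanation was tested.

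Over the whole list, 161 sites consisted mostly of repeated words, 130 of them on autosomes. They were shorter, with a median of 1001 bp against 2020 bp. The largest groups were on chromosome 6 from 47657905 to 47773171 (17 sites), on the scaffold above (13 sites), on chromosome 9 from 3000301 to 3035785 (12 sites) and on chromosome 8 from 123546996 to 123625433 (10 sites). Binding through the core motif at these sites predicts as many cores as elsewhere, but 1.24% of them held a core against 12.6% of the other sites (two-sided Fisher's exact test, p = 2.37e-07). The low share argues against such binding as the source of most of them. Their shorter length does not account for the lack, since 11.9% of other sites no longer than their median held a core (two-sided Fisher's exact test, p = 5.46e-06). Both tests count the sites as independent. Copies of the same sequence can hold or lack a core together, so both p-values may overstate the evidence. Binding that needs no GLI core, and reads gathered from many copies, both stay open. No biological explanation from the design was tested.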

How the results depend on the processing

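Of the tests in this part, only the one without sites of mostly repeated sequence was chosen after the result was seen. The alternatives gave 80 values for 33 results, and 67 of these kept their direction and their side of the threshold or stayed close to the first value. The share of promoter sites ran from 29.6 to 49.2% over the definitions of a promoter and stayed above that of random regions under each of them. The excess of GLI cores over control regions held at promoter and nonpromoter sites under each alternative, with ratios from 1.59 to 14.0 at promoter sites and from 1.71 to 23.9 at nonpromoter sites. The number of sites at the *Olig1/2* locus was 3 under each alternative. Without the sites of mostly repeated sequence, 46.1% of sites were promoter sites.

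With 1 mismatch allowed, the odds ratio of a GLI core at nonpromoter against promoter sites was 1.05 and no longer passed the test. The share of windows with at least 3 sites rose to 6% with windows centred on genes. In the central 200 bp of each region the GLI core ranked 3 among its orders, and 2 of the 9 other motifs were enriched at promoter sites. The first order there, CCCGCACAA, was in 11 sites and 1 flank. With GC-matched regions as the controls, the ratio at promoter sites reversed to 1.45 for TAATTA, to 0.923 for CAGCTG and to 1.11 for the NFI motif, and at nonpromoter sites to 0.857 for GGGCGTGG. In the central 200 bp the ratio of the NFI motif at nonpromoter sites was 0. ACTACAATTCC, in 1 nonpromoter site and 0 flanks, had a difference in the percent of regions of 0 from GC-matched regions. For each of these changes the cause was not tested. Of the results for single motifs, 3 others became weaker, among them the CTCF motif at promoter sites with GC-matched regions. In the central 200 bp the CTCF and NFI motifs at promoter sites and ACTACAATTCC at nonpromoter sites had no match in sites or flanks, and at nonpromoter sites the CTCF motif had none in sites or GC-matched regions, so that these gave no value. ACTACAATTCC in the central 200 bp of promoter sites had no ratio, with 2 sites and 0 flanks.

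The stricter selection of sites by the authors' score, set before the data were examined for the number of sites, the promoter share and both motif results, was not run because the list gives no score. Leaving out a replicate was not possible because the list joins the replicates. No paired analysis was possible because the data are 1 list of sites with no value per sample. The unknown read depth limits what can be said of sites not in the list, so that the absence of a site near a gene is not evidence that Gli3 does not bind there.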

Differences from the paper's values

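No test in this part was chosen after a result was seen. The share of sites in 5′ UTRs was 0.0243% (1 site), while the paper's share is about 0.05% in Fig. S5A, read by eye. Of the alternatives set before the data were examined, protein-coding transcripts alone gave 0.0486%, within 1.5 times the paper's share, and the upstream window (2.46%), 1 kb on either side of the TSS (0.122%) and any overlap (0.0243%) did not.

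The share of sites in exons was 0.997%, while the paper's share is about 1.7% in Fig. S5A, read by eye. With 1 kb on either side of the TSS it was 1.75%, and none of the other alternatives set before the data were examined closed the gap, with 4.69% for the upstream window, 0.778% for any overlap and 2.75% for protein-coding transcripts alone.

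The paper places GLI consensus sequences first among enriched motifs at promoter sites (Fig. S5B). Here GACCACCC ranked 565 among words of 8 bases at promoter sites, behind GC-rich words. With GC-matched regions as controls it ranked 36 and in the central 200 bp it ranked 324. These are ranks of single exact words, while those of Fig. S5B are of known motif models, so that they do not measure the same thing. At nonpromoter sites it ranked 1, or 3 in the central 200 bp. The paper also lists the Ronin and GFY-Staf motif among those enriched at promoter sites, while ACTACAATTCC had an adjusted p of 0.138 here, and an adjusted p of 0.698 with GC-matched regions and 0.250 in the central 200 bp (one-sided Fisher's exact test with Benjamini-Hochberg adjustment).

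For values within 1.5 times of each other, the paper's text gives 4414 sites and the list held 4114, and the paper's distance between *Olig2* and *Olig1* is 36 kb where the annotated TSSs are 44.3 kb apart. None of the alternatives for the number of sites gave the paper's number, and no alternative was set for the distance. In Fig. S5A, read by eye, the shares of promoter and intergenic sites are about 37% and 32%, against 45.5% and 25.5% here. Those of introns and 3′ UTRs are about 29% and 1.2%, against 27.1% and 0.826%. Protein-coding transcripts alone gave the nearest promoter share, 37.7%, while the intergenic share stayed at or below 27.1% under each definition of a promoter.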

Other observations

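Of the tests in this part, those of repeated sequence at the genes with the most sites, the limit to protein-coding TSSs in the count of promoter sites on chromosome X, and the reading of chromosome X in terms of 1 copy in males were chosen only after the result was seen.

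Chromosome X held 0.361 sites per Mb and the autosomes 1.68, and the lowest autosome had 1.06. The paper does not report this. Fewer genes on X were argued against as the whole cause, since promoter sites per TSS window were also fewer, at 0.371 times the autosomal rate over all transcripts (two-sided Fisher's exact test, p = 4.48e-11) and 0.460 times over protein-coding transcripts (two-sided Fisher's exact test, p = 1.32e-06). More repeated sequence on X was argued against as well, because nonpromoter sites per base outside repeats were at 0.226 times the autosomal rate (two-sided exact binomial test, p = 2.01e-23). The lower GC content of X may account for part of the difference. At the autosomal rate for the same GC content, 107.5 sites would be expected in windows of 10 kb, and 57 were found, a ratio of 0.530 (one-sided exact Poisson test, p = 6.43e-08). A single copy of X in male embryos, which would lower the signal there, stays open. The rate per base on X was 0.215 times that of the autosomes, but the paper states that the sexes of the embryos were not determined, so this cannot be told apart from a lower rate of binding.

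The hypothesis that GLI cores are found in the sites through base composition alone was tested against GC-matched random regions. The ratio of sites to these regions was 3.59 at promoter sites (one-sided Fisher's exact test, p = 1.66e-26) and 6.43 at nonpromoter sites (p = 1.65e-79), which argues against it. Against the sequences of the sites shuffled with their dinucleotides kept, the ratios were 3.55 (one-sided Fisher's exact test, p = 7.17e-19) and 4.82 (one-sided Fisher's exact test, p = 7.98e-46).

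TAATTA was in excess at nonpromoter sites, with a ratio to flanks of 1.13. AT-rich sequence as the cause was tested with the 14 orders of its bases, among which TAATTA ranked 1, the next order, ATTAAT, had a ratio of 0.961, and the median was 0.907. This argues against base composition. A further hypothesis was that LHX or DLX proteins hold part of the sites in place of Gli3, which predicts more TAATTA in sites without a GLI core. TAATTA was in 43.2% of nonpromoter sites without a core and 44.2% of those with one, an odds ratio of 0.958 (two-sided Fisher's exact test, p = 0.763), which gave no sign of such a division. That LHX or DLX proteins bind beside Gli3 was not tested.

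Among protein-coding genes whose TSS was nearest to many sites were *Gins2* (12 sites), *Pdia4* (12) and *Foxo6* (10), and *Gse1*, *Sox4* and *Tle3* with 8 each. *Ezh2*, which has 7 and was added after its value was seen, adjoins the group at *Pdia4*. At the 19 sites nearest to *Pdia4* and *Ezh2* a median of 100% of the 32-base words recurred in the assembly. Whether reads from copies missing from the assembly gather there stays open, since such copies were not measured. At the 46 sites nearest to *Gins2*, *Foxo6*, *Gse1*, *Sox4* and *Tle3* the median was 0.318%, none had more than 50% repeated words, and 4 held a GLI core, so reads shared between copies within the assembly are argued against there, while copies missing from the assembly stay open. No biological explanation was tested.

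Of the genes the paper uses as markers, sites lay within 50 kb of the TSS of *Pax6* (47.4 kb), *Gsx2* (1.77 kb), *Eomes* (2 sites, the nearer at 22.1 kb), *Sox9* (2.40 kb), *Id1* (18.3 kb), *Aldh1l1* (49.9 kb) and *Smo* (16.5 kb). *Egfr*, *Sp8* and *Sox10* had none within that distance. These sites were not tested for an effect on the genes.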
